# Distinct gene regulatory dynamics drive skeletogenic cell fate convergence during vertebrate embryogenesis

**DOI:** 10.1038/s41467-025-57480-8

**Published:** 2025-03-04

**Authors:** Menghan Wang, Ana Di Pietro-Torres, Christian Feregrino, Maëva Luxey, Chloé Moreau, Sabrina Fischer, Antoine Fages, Danilo Ritz, Patrick Tschopp

**Keywords:** Cartilage development, Evolutionary developmental biology, Differentiation

## Abstract

Cell type repertoires have expanded extensively in metazoan animals, with some clade-specific cells being crucial to evolutionary success. A prime example are the skeletogenic cells of vertebrates. Depending on anatomical location, these cells originate from three different precursor lineages, yet they converge developmentally towards similar cellular phenotypes. Furthermore, their ‘skeletogenic competency’ arose at distinct evolutionary timepoints, thus questioning to what extent different skeletal body parts rely on truly homologous cell types. Here, we investigate how lineage-specific molecular properties are integrated at the gene regulatory level, to allow for skeletogenic cell fate convergence. Using single-cell functional genomics, we find that distinct transcription factor profiles are inherited from the three precursor states and incorporated at lineage-specific enhancer elements. This lineage-specific regulatory logic suggests that these regionalized skeletogenic cells are distinct cell types, rendering them amenable to individualized selection, to define adaptive morphologies and biomaterial properties in different parts of the vertebrate skeleton.

## Abstract (web summary)

Vertebrate skeletogenic cells of different embryonic origins are distinct cell types, based on their lineage-specific gene regulatory logic that specifies them, and the potential for individualized evolutionary trajectories resulting therefrom.

## Introduction

Metazoan bodies are defined by obligate multicellularity and the presence of functionally, morphologically, and molecularly distinct cell types^1,2^. How to best determine what constitutes a distinct '‘cell type'’, however, is still an ongoing debate^1,3–6^. Different molecular metrics have shown promise to delineate cell types across development and evolution, for the repertoire of expressed genes also instructs a cell’s form and function. Yet, molecular similarities between cells may occur for different reasons. They can imply homology, i.e., a shared evolutionary history, but can equally result from convergence, drift, concerted evolution, or the co-option of shared gene modules from other developmental contexts^1,7–9^. Additionally, differences in the extracellular signaling environment, or the developmental lineage the cells originate from, further complicate these assessments^5,6,10^. A focus on the underlying regulatory logic that specifies a given cell—from the expressed transcription factors and regulatory RNAs to the resulting protein complexes and the DNA motifs they bind to, up to the level of gene regulatory networks—can help to discriminate between these different scenarios. Accordingly, gene regulatory studies have emerged as a viable experimental approach to help disentangle evolutionary and developmental relationships, both within and across species boundaries, and, thus, resolve potential cell type homologies^1,6,8,11–13^.

In this context, vertebrate skeletogenesis offers an opportune model to study the gene regulatory logic of cell fate specification across both developmental and evolutionary timescales. A cartilaginous and often ossified endoskeleton is a hallmark of the vertebrate clade, with many accessory connective tissue types required to build a functional skeleton^14^. Developmentally, the specification of the cells required to build these tissues initiates with mesenchymal precursors (PC) condensing at the onset of vertebrate skeletogenesis and then progressing through distinct, cell type-specific differentiation processes^15–18^. A peculiarity in this process is that—unlike for many other cell lineages (Fig. 1a, left)—these multipotent skeletal progenitors can arise convergently from distinct embryonic sources (Fig. 1a, right). Namely, depending on anatomical location, three distinct embryonic lineages—the cranial neural crest, the somitic sclerotome, and the somatopleure of the lateral plate mesoderm—are the developmental origin of the cranial, axial, and appendicular skeleton, respectively^14^ (Fig. 1b). The early specification of these cells thus needs to integrate discrete molecular states, inherited from their respective embryonic PC sources, to facilitate a skeletogenic cell fate convergence.

**Fig. 1:**
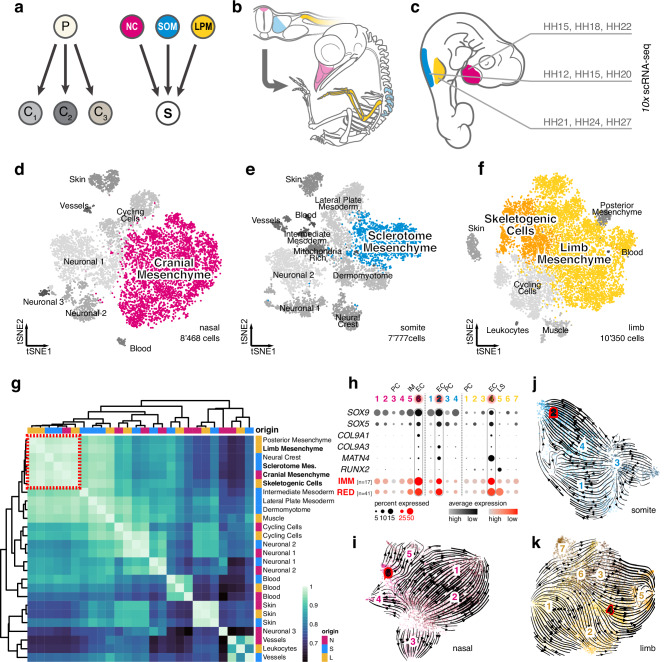
A convergent transcriptomic signature in skeletogenic cells of different embryonic origins. **a** Divergent diversifying versus convergent cell fate decisions. Precursor cells (P) usually differentiate into functionally distinct cell types (C_1-3_). During vertebrate skeletogenesis, however, three distinct embryonic lineages—the neural crest (NC, magenta), the somitic mesoderm (SOM, blue), and the lateral plate mesoderm (LPM, yellow)—give rise to functionally similar skeletogenic cells (S). **b** Early embryonic origins and eventual anatomical locations of skeletogenic cells sampled in this study. **c** Sampling scheme to assess the transcriptional dynamics of skeletogenic convergence across anatomical locations (color-coded) and embryonic stages (Hamburger–Hamilton, HH). **d**–**f** tSNE representations of the three scRNA-seq datasets with ‘'broad'’ cell type annotations, with the mesenchymal populations used for ‘'fine'’ re-clustering highlighted in color. **g** Unsupervised hierarchical clustering and heatmap representation of pairwise Spearman’s rank correlation coefficients of highly variable genes in pseudobulk transcriptomes of '‘broad'’ cell type clusters. Anatomical origins of pseudobulks are indicated by color code. Mesenchymal cell populations across embryonic origins cluster together (red dotted square). **h**–**k** '‘Fine'’ re-clustering of mesenchymal populations. **h** Dot plot of chondrogenic marker genes (black) and chondrogenic modules (red) expression in '‘fine'’ clusters identified across the three embryonic origins. The number of genes contained in the two modules is indicated in brackets. *EC* early chondrogenic, *PC* precursor, *IM* intramembranous ossification, *LS* late skeletal. tSNE representations of re-clustered mesenchymal cells of nasal (**i**), somite (**j**), and limb (**k**) origins, with ‘'fine'’ cluster annotations and superimposed streamline plots of *scVelo* vector fields. Ec clusters are highlighted in red.

The distinct embryonic trajectories of these skeletogenic cells also reflect the evolutionary histories of the different parts of the vertebrate skeleton. The first vertebrate skeletal elements are thought to have originated in the head region, mirroring the pre-vertebrate presence of cartilage-like structures supporting a feeding apparatus^19^. Subsequently, the ability to form a progenitor cell-based endoskeleton expanded along the primary and secondary body axes, giving rise to structurally supportive yet flexible elements in the axial and appendicular skeletons, respectively^20^. However, these distinct evolutionary and developmental histories may also challenge our understanding to what extent the convergently specified cells of the vertebrate skeleton can be considered truly homologous^8,21,22^.

Here, using single-cell functional genomics along the three distinct mesenchymal PC-to-skeletogenic cell trajectories, we investigate the genome-wide regulatory dynamics in a vertebrate embryo at cellular resolution. We provide evidence that lineage-specific transcription factor profiles are inherited from the respective embryonic origins and that these are integrated at distinct *cis*-regulatory elements to canalize developmental cell fate trajectories toward an early skeletogenic convergence point. These distinct *cis*- and *trans*-dynamics imply a gene regulatory uncoupling between skeletogenic cells at different anatomical locations. We discuss the resulting implications for cell type homology assessment in the vertebrate skeleton and the potential of distinct evolutionary trajectories in skeletal cell and tissue properties upon co-option-dependent convergence of gene regulatory programs across embryonic lineages.

## Results

### A convergent transcriptomic signature in skeletogenic cells of different embryonic origins

To establish the temporal progression of skeletogenic initiation and maturation across the three anatomical locations and embryonic lineages, we first performed chromogenic in situ hybridizations (ISH) on a developmental time series of chicken embryos. We used cranial sagittal cryosections covering the frontonasal prominence and brachial trunk transversal sections, including the emerging forelimb buds. We investigated the expression of *SOX9*, an early marker of skeletogenic induction^15^, and *Aggrecan*^23^ (*ACAN*), an extracellular matrix protein of more mature skeletal cells (Supplementary Fig. 1a, b). 

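In the 10x Chromium system, each captured transcript molecule carries a unique molecular identifier (UMI), so that copies made during amplification count once. Single-cell RNA-sequencing data of 6 libraries were examined: nasal tissue at Hamburger-Hamilton stages HH15, HH18 and HH22, and somite tissue at HH12, HH15 and HH20. The authors deposited the UMI count of each gene in each cell barcode, counted with Cell Ranger on GRCg6a with their own extended annotation and without normalization. Tissue of several embryos was pooled for each library, and each stage of a location gave 1 library. The 3 stages of a location therefore stood as its replicates, and the spread between them includes the stage. The cells of a location were normalized with SCTransform, integrated across its 3 libraries by canonical correlation analysis in Seurat and clustered with the Leiden algorithm at the paper's resolution of 0.2. Mesenchymal clusters were normalized again on their own and re-clustered at 0.5 (nasal) and 0.4 (somite). Genes that the paper names, ribosomal protein genes and sex-linked genes were left out of the clustering features. Cells are not replicates, so UMI counts were summed per library and group of cells before any test. The sums were normalized by the trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood test, with the library as a block within a location and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05, and CPM stands for counts scaled to the normalized total of each sum. Genes go by the symbols in the authors' annotation, and no coordinates are given. Limb libraries, chromatin accessibility and protein data were not analysed here.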

Based on the observed expression dynamics, we devised a sampling strategy following the cell- and tissue-specific transcriptional changes of the three embryonic lineages, from mesenchymal PC toward the onset and maturation of skeletogenic tissues, using *10x Chromium* single-cell RNA-sequencing (scRNA-seq) profiling (Fig. 1c, Supplementary Fig. 1c). 

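The 3 nasal libraries held 9006 cell barcodes and the 3 somite libraries 8262. Between 7702531 and 16725073 UMIs were counted per library, with a median per barcode of 2233 UMIs in the shallowest library and 3473.5 in the deepest. The paper's filters on UMI count, mitochondrial share and genes per UMI were applied to each library. Of the nasal barcodes, 2748 cells remained at HH15, 4640 at HH18 and 1367 at HH22. Of the somite barcodes, 3090 remained at HH12, 3080 at HH15 and 1806 at HH20. The median number of genes per kept cell lay between 932 and 1229. Without the mitochondrial filter, the nasal total rose from 8755 to 8892 cells and the somite total from 7976 to 8145. Scrublet then scored each cell against simulated mixtures of cell pairs, and the 425 highest-scoring of the 16731 cells (2.54%) were removed as likely doublets. Their number was set in advance, at a share of 0.008 for each 1000 cells of a library, so it is not a measured rate of doublets. After this step, 8508 nasal and 7798 somite cells were clustered.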

Following filtering steps based on different metrics, we obtained a total of over 23,000 high-quality single-cell transcriptomes of comparable complexities (Supplementary Fig. 1d–h). For each of the three anatomical locations, we integrated the three sampled embryonic stages and performed tSNE non-linear dimensionality reduction and graph-based clustering using *Seurat*^24^ (Fig. 1d–f). These '‘broad'’ clusters were annotated with the help of expression profiles of known marker genes (Supplementary Fig. 2a–c) and showed similar contributions from the three embryonic stages (Supplementary Fig. 2d–f).

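The nasal cells formed 7 broad clusters and the somite cells 10. Names came from marker lists written before the data were examined. Nasal clusters 4 (724 cells) and 7 (74 cells) and somite cluster 2 (1510 cells) stayed unnamed. The share of each library's cells in each cluster was computed with its exact Clopper-Pearson 95% interval, which covers counting error only. The largest nasal cluster, of mesenchyme, held 51.4% (49.5 to 53.3) of the cells at HH15, 55.0% (53.6 to 56.5) at HH18 and 59.5% (56.9 to 62.2) at HH22. The cluster named neurons made up 22.8% (21.2 to 24.4), 20.6% (19.4 to 21.8) and 7.25% (5.92 to 8.76) at these stages, and blood 1.00% (0.663 to 1.46), 2.26% (1.84 to 2.74) and 11.2% (9.61 to 13.0). Unnamed nasal cluster 4, whose best score was also for neuron markers, held 9.41%, 7.79% and 9.10%. The somite mesenchyme held 40.6% (38.8 to 42.4) of the cells at HH12, 20.8% (19.4 to 22.3) at HH15 and 28.8% (26.7 to 30.9) at HH20. Somite blood rose from 0.265% (0.115 to 0.522) at HH12 to 5.73% (4.70 to 6.91) at HH20, and intermediate mesoderm fell from 2.75% (2.20 to 3.40) to 0.169% (0.0348 to 0.492). The highest share across the 3 stages was more than 1.5 times the lowest in 4 of the 7 nasal clusters (ratios from 1.16 to 11.2) and in 10 of the 10 somite clusters (1.58 to 21.2). With 1 library per stage, the spread between libraries of the same stage is unknown.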

To assess transcriptomic similarities amongst these clusters, we next generated cluster-based pseudobulks and calculated Spearman’s rank correlation coefficients on differentially expressed genes across all cell types and anatomical locations. Unsupervised hierarchical clustering revealed that cell types originating from the same embryonic lineage, but sampled at different anatomical locations—like, e.g., skin or blood cells—showed highly similar transcriptional profiles, in agreement with their shared developmental history (Fig. 1g). 

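Expression was averaged over the cells of each broad class and compared between the locations by Spearman's rho over 2000 variable genes. These coefficients run across genes, which are not independent replicates. Nasal skin was closest to somite skin with a rho of 0.856, and the next somite class reached 0.775. Nasal blood was closest to somite blood (0.849, next 0.714). For nasal neurons, the closest somite class was the neural progenitors, a class that no nasal cluster was assigned to. Somite neurons came next (0.785). Unnamed nasal clusters were not compared. Of the 4 classes found in both locations, 3 were each other's closest class in the other location. This number fell to 2 of 4 when 1000 variable genes or all expressed genes were used, when each class was thinned to the same total of UMIs, when the values were corrected across the locations by CCA, and without the nasal HH15 library.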

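The nasal mesenchyme, pooled from 5402 cells, was also compared with every named somite class. Unnamed somite cluster 2 (1510 cells), whose best score was for lateral plate mesoderm markers, was not in this ranking. The nasal mesenchyme had a rho of 0.8748 with the somite mesenchyme, from 2360 cells that were nearer to sclerotome than to lateral plate markers. The rho of the nasal mesenchyme with the other somite mesenchyme, nearer to lateral plate markers, was 0.8747, so the rank of these classes is not resolved. Within the nasal samples, the class closest to the mesenchyme reached 0.811. In turn, the somite mesenchyme had a rho of 0.734 with the nasal class that came next after the nasal mesenchyme. In the fits with 1000 variable genes, the somite class closest to the nasal mesenchyme was the lateral plate-like one, and with log-normalization it was the lateral plate mesoderm. The somite mesenchyme came next there, with a rho of 0.850 and 0.880, respectively.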

Intriguingly, however, our analysis revealed that also mesenchymal cells stemming from discrete embryonic lineages—that is, from the NC, the somites, or the LPM—clustered together, indicating a transcriptional convergence amongst them (Fig. 1g, red dotted square). Across our three anatomical sampling sites, we focused on ‘'broad'’ clusters that likely contained cells transitioning from a mesenchymal PC state toward a skeletogenic fate (Fig. 1d–f, color coded) and re-clustered them at finer resolutions. Within these '‘fine’' clusters, we again used expression profiles of known marker genes, as well as two previously identified early chondrogenic (EC) gene co-expression modules, '‘IMM'’^25^ and '‘RED,'’^26^ consisting of 17 and 41 genes, respectively, to assess their respective skeletogenic differentiation. Furthermore, we used known markers for the three embryonic PC populations, a general proliferative signature, as well as markers for other skeletogenic cell types, to refine our annotation of these ‘'fine'’ clusters (Supplementary Fig. 2g–i). In each embryonic lineage, we identified cells enriched for an early skeletogenic, i.e., chondrogenic, signature (Fig. 1h; '‘EC,'’ highlighted in red), as well as the respective PC populations (Fig. 1h; '‘PC.'’) 

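Re-clustering split the 5402 nasal mesenchymal cells into 8 clusters and the 2360 somite ones into 4. In each location the cluster with the highest module score of 17 early chondrogenic markers, listed before the data were examined and without the genes of Fig. 1h, was taken for comparison. The authors' cluster labels were not used here, so its cells are not matched to theirs. In the nasal samples this was cluster 5, with 143, 267 and 95 cells at HH15, HH18 and HH22 and a score of 2e-05 against -0.0410 for the next cluster. In the somite samples it was cluster 1, with 451, 232 and 199 cells at HH12, HH15 and HH20 and a score of 0.0274 against 0.0138. No listed marker was among the 10 leading genes of nasal cluster 5, which were headed by COL3A1 and COL4A1, and 1 (CNMD) was among those of somite cluster 1. The re-normalization and the score were chosen after 17 clusterings per location had been looked at together with the levels of 7 genes, among them SOX9, SOX5, COL9A1, COL9A3 and MATN4. The enrichment of these genes in the chosen clusters is therefore not independent evidence of what the clusters are. Against the other re-clustered cells, 521 of 7768 genes tested were called in nasal cluster 5 (239 higher, 282 lower) and 352 of 6459 in somite cluster 1 (252 higher, 100 lower). Among genes that were not clustering features, 180 and 151 were called. These counts rest on the block: without it, 3 nasal and 0 somite genes were called, while 538 and 381 had an unadjusted p under 0.05. Leaving out 1 library gave 201 nasal genes without HH18 and 163 somite genes without HH12. SOX9 (ENSGALG00000004386) reached 162 ± 68.0 CPM (SD, n = 3 libraries) in nasal cluster 5 and 72.5 ± 24.4 CPM in the other cells, a log2 fold change of 1.14 (standard error 0.14, adjusted p = 5.9e-13), and was higher in 3 of 3 libraries. Over 15 alternatives that changed the fit its log2 fold change ran from -1.14 to 1.90, with 3 values below 0, each from an added clustering. In 2 of these 3, most of the chosen cells lay in cluster 5 (123 of 135 and 185 of 287). In somite cluster 1, SOX9 reached 315 ± 85.5 CPM against 104 ± 65.4 CPM (log2 fold change 1.84, standard error 0.19, adjusted p = 1.4e-06, higher in 3 of 3 libraries), and 2 of 18 alternatives gave a negative value. The lower of these, -3.96, came from somite cluster 4, which scored highest for lateral plate mesoderm markers. COL9A1 rested on 31 UMIs in nasal cluster 5 against 30 in the other cells, with a log2 fold change of 3.22 (standard error 0.46, adjusted p = 1.2e-09). In somite cluster 1, COL9A3 had a log2 fold change of 1.76 (standard error 0.34, adjusted p = 0.00197). MATN4 had one of 2.91 (standard error 0.42, adjusted p = 5.9e-05) but was higher in 2 of 3 libraries only. COL9A3 and MATN4 in the nasal cells, and COL9A1 in the somite cells, had too few UMIs to be tested. COL3A1 (log2 fold change 3.68) and COL4A1 (2.38) in nasal cluster 5, and CNMD (1.93) in somite cluster 1, were clustering features, so their rise is built into the clusters. Of the 56 genes the paper names, 16 of 46 tested were called in the nasal comparison, or 21 adjusted over the list alone. In the somite comparison, 15 of 39 were called, or 22 adjusted over the list alone. The paper chose these genes on the same samples, so the smaller adjustment is not independent evidence.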

We additionally isolated a cluster showing signs of more mature skeletal cells in the limb sample (Fig. 1h, '‘LS,'’) as well as cells with a signature indicative of intramembranous ossification in the nasal sample (Fig. 1h, ‘'IM,'’ Supplementary Fig. 2g). 

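Nasal cluster 6, of 454 cells, had the highest module score of intramembranous ossification markers (0.0930). RUNX2 gave 0 of 1353726 UMIs in this cluster, which allows up to 2.22 CPM, and 42 of 15706848 UMIs (2.67 CPM) in the other re-clustered nasal cells. No rise of RUNX2 in this cluster was seen, and counts this low were not tested. Among the listed markers, MSX1 reached 304 ± 245 CPM (SD, n = 3 libraries) against 84.2 ± 95.6 CPM in the other cells, and COL1A1 903 ± 428 against 517 ± 331 CPM. FGFR2 (118 ± 36.2 against 74.6 ± 5.87 CPM), COL12A1 (138 ± 16.3 against 78.2 ± 10.2 CPM) and ALPL (7.57 ± 2.40 against 5.37 ± 0.614 CPM, from 9 UMIs in the cluster) were also higher in 3 of 3 libraries. POSTN was lower in 3 of 3 libraries, at 11.7 ± 7.51 against 39.1 ± 26.4 CPM. Since these markers chose the cluster, their levels in it describe it and were not tested.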

Using *scVelo*^27^, we approximated cell fate transition trajectories in silico and projected the predicted vector fields using streamline plots on tSNE representations of our mesenchymal samples. For all three anatomical locations, *scVelo* predicted trajectories connecting the mesenchymal PC—as identified by known marker genes—to EC populations (Fig. 1i–k).

Using ISH and single-cell transcriptomics, our analyses revealed distinct temporal dynamics but converging molecular signatures amongst mesenchymal cells with skeletogenic potential across the three embryonic lineages. Furthermore, our *scVelo* analysis suggested that our single-cell transcriptomics data captured the entire specification spectrum, from uncommitted mesenchymal PC cell to early chondrocyte.

### Distinct *trans*- and *cis*-regulatory modalities underlie the convergent specification of skeletogenic cells

To detail the transcriptional signatures underlying the switch from uncommitted mesenchymal PC cell to early chondrocyte, we focused our analyses on the '‘fine’' mesenchymal clusters with skeletogenic potential. We re-assessed transcriptional similarities of these sub-populations using differentially expressed genes and Spearman’s rank correlation coefficients of pseudobulk transcriptomes. 

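For the 8 nasal and 4 somite fine clusters, mean expression per cluster was compared by Spearman's rho over 2000 variable genes. Nasal cluster 5 and somite cluster 1 had a rho of 0.862. Between single libraries of these clusters, the rho lay between 0.787 and 0.851 (SD 0.0204, 9 pairs of libraries). Within its own location, nasal cluster 5 had a mean rho of 0.911 with the other clusters, and somite cluster 1 one of 0.918. Nasal cluster 5 ranked 1 of 8 among the nasal clusters by its rho with somite cluster 1, while somite cluster 1 ranked 2 of 4 for nasal cluster 5. In average-linkage clustering of 1 minus rho, the smallest branch that held both contained 11 of the 12 clusters. Nasal cluster 8, which scored highest for neuron markers, was among the 12 and had the lowest rho with both (0.752 and 0.723). Correcting the values across the locations by CCA moved the rho most upward, to 0.936, and log-normalization most downward, to 0.761. The smallest branch then held 7 of the 12 and 9 of 9 clusters, respectively.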

Again, we found high transcriptional similarities amongst early skeletogenic cells at the three anatomical locations, as indicated by their clustering together (Fig. 2a, red dotted square).

**Fig. 2:**
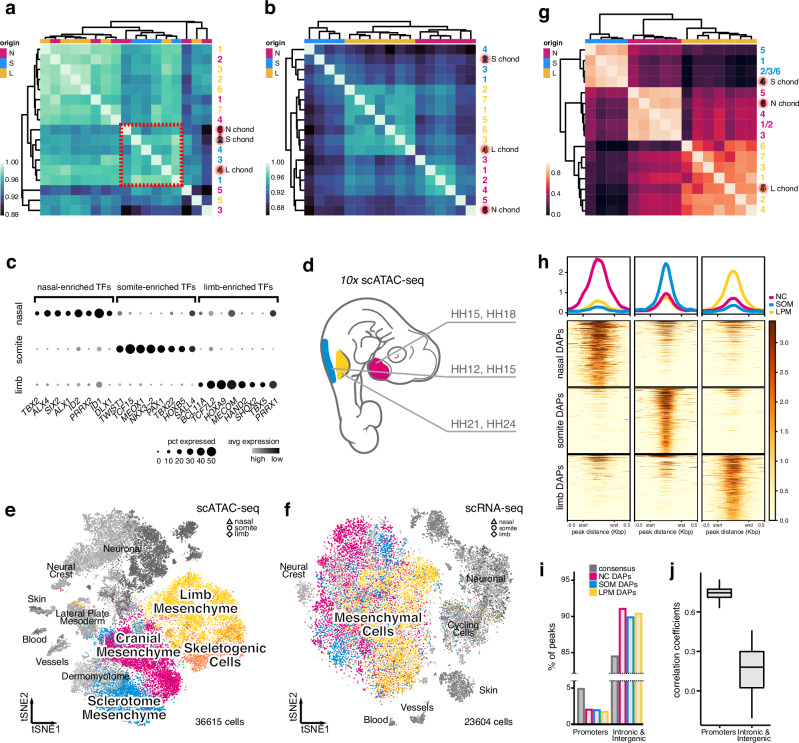
Distinct *trans*- and *cis*-regulatory modalities underlie the convergent specification of skeletogenic cells. **a** Unsupervised hierarchical clustering and heatmap representation of pairwise Spearman’s rank correlation coefficients of highly variable genes in pseudobulk transcriptomes of ‘'fine'’ mesenchymal clusters. Anatomical origins of pseudobulks are indicated by color code. EC cells (highlighted in red) across embryonic origins cluster together (red dotted square). **b** Unsupervised hierarchical clustering and heatmap representation of pairwise Spearman’s rank correlation coefficients of expressed transcription factors in pseudobulk transcriptomes of ‘'fine'’ mesenchymal clusters. Anatomical origins of pseudobulks are indicated by color code. All pseudobulks, including EC cells (highlighted in red), cluster by embryonic origins. **c** Dot plot of embryonic origin-enriched transcription factors' expression in EC cells. **d** Sampling scheme to assess chromatin accessibility signatures of skeletogenic cells across anatomical locations (color coded) and embryonic stages (Hamburger–Hamilton, HH). tSNE representations of integrated single-cell chromatin accessibility (**e**) and single-cell transcriptome (**f**) data across the three anatomical locations. The anatomical origins of cells are indicated by symbols, with the mesenchymal populations used for '‘fine'’ re-clustering highlighted in color. **g** Unsupervised hierarchical clustering and heatmap representation of pairwise Spearman’s rank correlation coefficients of differentially accessible peaks in pseudobulk chromatin accessibility data of '‘fine'’ mesenchymal clusters. Anatomical origins of pseudobulks are indicated by color code. All pseudobulks, including EC cells (highlighted in red), cluster by embryonic origins. **h** Coverage plots and heatmap representations of the top 500 differentially accessible peaks (DAPs) in EC cells of neural crest, somatic, and LPM origin. **i** Promoter depletion and intronic/intergenic elements enrichment of DAPs in EC cells, relative to the consensus peak set. **j** Boxplots of pairwise Spearman’s rank correlation coefficients of DAPs in EC cells across embryonic origins, calculated using promotor–proximal elements (*n* = 1023) or an equal number of randomly sampled distal intronic/intergenic elements. Boxplots of 83 pairwise Spearman’s rank correlation coefficients, center line = median, box limits = quartiles, and whiskers = 1.5× interquartile range.

To investigate potential upstream regulatory inputs controlling these similar transcriptomes, we next focused our attention on transcription factors. 

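Over 273 expressed transcription factors, the mean rho between clusters of the same location exceeded the mean rho between locations by 0.322, against 0.0725 over the 2000 variable genes. Among 1000 random gene sets of the same size and similar expression, the median difference was 0.0558 and the highest 0.119. The rho between nasal cluster 5 and somite cluster 1 over transcription factors was 0.572, below the lowest of the random sets (0.768). With sums per library in place of clusters, the difference was 0.360 for transcription factors (SD 0.0539) and 0.0842 for variable genes (SD 0.0214). Division of the tree into 2 groups gave the locations for transcription factors but not for variable genes. This contrast rests on 1 nasal cluster, which scored highest for neuron markers. Over variable genes, its rho with the other nasal clusters was 0.750 to 0.807. Those had a rho of at least 0.905 with each other and 0.796 to 0.869 with the somite clusters, so it joined last. Over transcription factors it joined the nasal clusters, with a rho of 0.485 to 0.565. The contrast is therefore no evidence that only transcription factors divide the mesenchyme by location. The tree of transcription factors no longer divided by location at its top without the nasal HH15, the nasal HH18 or the somite HH15 library. The same held without HOX genes, with all variable genes as clustering features or after correction across the locations by CCA. Without these libraries or HOX genes, the smallest branch with nasal cluster 5 and somite cluster 1 held 11 of the 12 clusters. A move of 1 cluster, such as the one with neuron markers, could give this. The tree of variable genes did divide by location with doublets kept and, among settings added later, with features of the whole location, 2000 or 1000 variable genes for the fine clustering, sex-linked genes kept or the genes-per-UMI filter without its exception. Without the 13 HOX genes, the difference was 0.208 against at most 0.105 in random sets of 260 genes. The correction, which aligns the locations by construction, brought the difference for transcription factors to -0.0071.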

Spearman’s rank correlation coefficients on transcription factor expression profiles, however, re-clustered the mesenchymal populations strictly by embryonic origins, irrespective of their skeletogenic differentiation state (Fig. 2b). This suggested that the mesenchymal PC populations carried over a lineage-specific repertoire of expressed transcription factors while undergoing skeletogenic induction. Indeed, when looking at transcriptional regulators enriched in chondrogenic cells of the three anatomical locations, we find clear evidence of a lineage-specific heritage of expressed transcription factors, many of which have known developmental functions in their respective anatomical locations (Fig. 2c). Thus, counterintuitively, this indicated that—across anatomical locations and embryonic lineages—overall similar transcriptional signatures were generated with distinct upstream *trans*-regulatory inputs, i.e., lineage-specific transcription factor expression profiles.

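Nasal cluster 5 and somite cluster 1 were compared directly on sums per library, 3 against 3, without a block. Of 5150 genes tested, 127 were called, 47 higher in nasal and 80 higher in somite cells, and 709 had an unadjusted p under 0.05. Leaving out 1 library gave 23 genes without nasal HH18 and 247 without nasal HH22. Of the 8 factors that Fig. 2c lists for nasal cells, 8 had a positive log2 fold change and 6 were called. Of the 8 listed for somite cells, 8 had a negative one and 5 were called. ALX4 (ENSGALG00000032584) reached 289 ± 61.7 CPM (SD, n = 3 libraries) in nasal against 0.867 ± 0.931 CPM in somite cells, a log2 fold change of 8.13 (standard error 0.41, adjusted p = 5.2e-06). SIX2 (log2 fold change 6.07, standard error 0.95, adjusted p = 0.00951) and DLX1 (4.22, standard error 0.66, adjusted p = 0.00951) were also higher in nasal cells, SIX2 with a wide spread between stages (160 ± 164 CPM). ALX1 had a log2 fold change of 3.09 (standard error 0.65, adjusted p = 0.0335) and was called in 12 of 21 alternatives. PAX1 (ENSGALG00000039040) reached 128 ± 48.3 CPM in somite against 1.02 ± 1.77 CPM in nasal cells, a log2 fold change of -7.28 (standard error 0.69, adjusted p = 5.3e-04). NKX3-2 (log2 fold change -6.97, standard error 0.94, adjusted p = 0.00402) and MEOX1 (-6.03, standard error 1.02, adjusted p = 0.0138) were higher in somite cells too. HOXB5 had 0 UMIs in nasal against 285 in somite cells and was at least 57.3-fold lower in nasal cells. HOXA5 (0 against 197 UMIs, at least 39.6-fold) and HOXA4 (0 against 134 UMIs, at least 27.0-fold) are not in Fig. 2c, and HOXA5 was a clustering feature. The factors of Fig. 2c that were not called were ID1 (log2 fold change 0.05) and ID2 (0.03) for nasal cells, and TWIST1 (-0.98), TBX22 (-0.79) and SALL4 (-0.47) for somite cells. SOX9 had a log2 fold change of -1.02 (standard error 0.30, adjusted p = 0.126), with no overlap between the libraries of the locations, which chance gives for 10% of genes. Of the genes the paper names, 14 of 42 tested were called, or 18 adjusted over the list alone. From the division of transcription factor profiles by location, the paper proposes that the mesenchymal precursors carry a lineage-specific repertoire of transcription factors through skeletogenic induction, and from the factors of Fig. 2c it finds a lineage-specific heritage.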

We reasoned that these distinct *trans*-regulatory inputs could potentially be integrated at the *cis*-regulatory level of key skeletogenic genes to facilitate transcriptomic convergence. To investigate this possibility, we performed single-cell chromatin accessibility assays (single-cell assay for transposase-accessible chromatin with sequencing, or scATAC-seq^28^) to identify genomic elements with potential regulatory activity. We followed a similar sampling scheme as for our scRNA-seq approach, although—reasoning that such *cis*-regulatory recoding would occur during early stages of skeletogenic induction—we excluded the late time points (Fig. 2d). In total, we obtained over 36,000 cells with high-quality chromatin accessibility profiles and, using *MACS2*^29^, we identified a consensus set of 678,707 peaks across the three anatomical locations (Supplementary Fig. 3a–c). We integrated the two embryonic stages per sampling site, performed non-linear dimensionality reduction, and identified potential cell type-specific clusters (Supplementary Fig. 3d–f). We annotated these clusters with the help of our scRNA-seq data, using label transferring and non-negative least squares (NNLS) regression, as well as visual inspection of scATAC-seq '‘marker peaks’' (see Methods and Supplementary Fig. 3g). At all three anatomical locations, overall similar cell type repertoires were recovered as in our scRNA-seq sampling.

We then combined all samples across the three anatomical locations for both scRNA-seq and scATAC-seq data sets and performed anchor-based integration. Mesenchymal cells in our scATAC-seq data visually appeared to intermingle less than in our scRNA-seq data (Fig. 2e, f). This may indicate the presence of embryonic origin-specific states in chromatin accessibility, as opposed to the convergent signatures at the transcriptomic level (Fig. 1g). To investigate potential lineage-specific chromatin accessibilities, we re-clustered the mesenchymal scATAC-seq cell populations with skeletogenic potential and annotated the resulting ‘'fine'’ clusters using our scRNA-seq data (Supplementary Fig. 3h–j). We then performed unsupervised hierarchical clustering on Spearman’s rank correlation coefficients of differentially accessible peaks (DAPs) in pseudobulks of these ‘'fine’' mesenchymal clusters. Akin to our scRNA-seq analyses of transcription factor expression profiles, this resulted in a strict embryonic origin-dependent clustering of mesenchymal populations, including EC cells (Fig. 2b, g). Major cell type classifications, however, still clustered according to their ‘'broad'’ annotations, with similar chromatin accessibility signatures echoing their shared embryonic origins (Supplementary Fig. 3k). This further implied that mesenchymal and skeletogenic cells across the three anatomical locations carry distinct chromatin accessibility profiles, reflecting their discrete embryonic origins and lineage histories.

Indeed, coverage plots across the three anatomical locations revealed that a substantial fraction of DAPs within the respective chondrogenic populations are distinct and, hence, embryonic origin-specific (Fig. 2h). We classified these DAPs according to their genomic location concerning the transcription start sites of neighboring genes. Interestingly, we found that promoter-proximal peaks were depleted in our DAP set, relative to the consensus gene set, while more distal elements—intronic and intergenic—appeared enriched (Fig. 2i). This implied that most differences in chromatin accessibilities, between chondrogenic cells from different embryonic lineages, are found at distally located peaks. Indeed, DAPs at promoter-proximal peaks showed, on average, higher Spearman’s rank correlation coefficients across embryonic origins than distal intronic/intergenic ones (Fig. 2j). This suggested that the similar transcriptional profiles observed at the RNA level originate from similar promoter repertoires. Distal peaks, however, where one would anticipate putative long-range enhancer elements to be located, showed much lower similarity in accessibilities amongst the different embryonic origins (Fig. 2j).

Collectively, our combined scRNA-seq and scATAC-seq approach revealed the presence of distinct *trans*- and *cis*-regulatory signatures in skeletogenic cells at the three anatomical locations, as evidenced by embryonic origin-specific transcription factor expression profiles and the presence of discrete chromatin accessibility signatures at distal locations.

### *Trans*- and *cis*-regulatory dynamics of skeletogenic convergence across the three embryonic lineages

To follow the *trans*- and *cis*-regulatory changes underlying these convergent cell fate transitions, we next investigated scRNA-seq and scATAC-seq dynamics along chondrogenic pseudotime trajectories in the three anatomical locations. Using tSNE embeddings of our scRNA-seq data, we constructed minimum spanning trees using *slingshot*^30^, with preset start points corresponding to the clusters with naïve mesenchymal expression signatures (Fig.3a–c). We observed overall similar trajectory predictions as for our *scVelo* analysis (Fig.1h–j) and confirmed their overall topography using another orthogonal approach, *scFates*^31^, projected on *ForceAtlas2*^32^ graph layouts, for improved visual resolution of the transcriptionally similar clusters (Supplementary Fig. 4a–c). 

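The mesenchymal cells of each location were ordered by diffusion distance from a root cluster, without the genes that the paper names among the features. The root was the cluster with the largest share of cells from the earliest stage, leaving out 1 cluster per location whose leading genes marked another cell class: nasal cluster 1 (1503 cells, 37.1% of them from HH15) and somite cluster 3 (494 cells, 59.5% from HH12), which scored highest for dermomyotome and muscle markers. The 50% of cells nearest the path from the root to nasal cluster 5 or somite cluster 1 were divided into 3 equal parts. In the nasal samples the parts held 901, 900 and 900 cells, of which 0.22%, 0.56% and 32.9% belonged to cluster 5. In the somite samples they held 394, 393 and 393 cells, with 1.52%, 24.4% and 69.5% from cluster 1. The share of cells from the earliest stage changed from 37.7% in the first part to 33.4% in the last part of the nasal ordering, and from 49.0% to 23.4% in the somite one. Between the first and the last part, with the library as a block, 222 of 6070 genes were called in the nasal samples (125 higher in the last part) and 131 of 3861 in the somite samples (101 higher). With all mesenchymal cells in place of those near the path, 2739 nasal and 227 somite genes were called. Without the nasal HH18 library, 68 nasal genes were called. That cluster was left out after the clusters had been seen, and with it admitted as root 554 nasal genes were called.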

Overall, for each anatomical location, we were able to retrieve a single trajectory either ending in an EC cluster (Fig. 3a, b), or traversing it toward more mature skeletal cells (Fig. 3c). We then transferred the pseudotime values of our chondrogenic scRNA-seq trajectories to our scATAC-seq data, to follow the accompanying chromatin accessibility dynamics (Fig. 3a–c, insets).

**Fig. 3:**
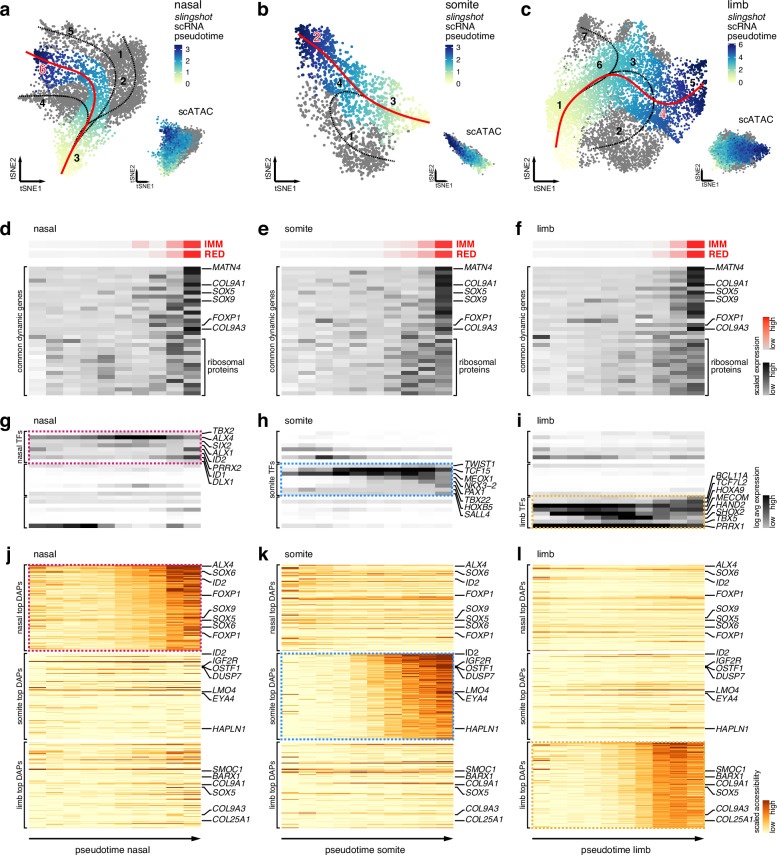
*Trans*- and *cis*-regulatory dynamics of skeletogenic convergence across three embryonic lineages. tSNE representations of single-cell transcriptomes and co-embedded single-cell chromatin accessibilities (insets) for nasal (**a**), somite (**b**), and limb (**c**) origins. Superimposed on the single-cell transcriptomes are the pseudotime trajectories identified by *slingshot*, with the chondrogenic trajectories used for further analyses highlighted in red. Pseudotime progression is visualized by heatmaps on scRNA and scATAC data. '‘Fine'’ cluster annotations as in Fig. 1, with EC clusters highlighted in red. **d**–**l** Binned pseudobulk dynamics along chondrogenic pseudotime trajectories. **d**–**f** Z-score scaled expression dynamics along the chondrogenic pseudotime trajectories for chondrogenic modules (red) and common differentially expressed genes identified in all three embryonic origins (black). **g**–**i** Log-transformed expression dynamics of embryonic origin-specific transcription factors identified in nasal (magenta dotted line), somite (blue dotted line), and limb (yellow dotted line) samples. **j**–**l** Average normalized peak accessibility dynamics of embryonic origin-specific differentially accessible peaks (DAPs) identified in nasal (magenta dotted line), somite (blue dotted line), and limb (yellow dotted line) samples. Select DAP-adjacent genes are indicated on the right.

We binned the respective scRNA-seq pseudotimes into equidistant pseudobulks and used *TrAGEDy*^33^ to align the chondrogenic gene expression dynamics along the respective trajectories of the three embryonic origins. We found overall higher similarities toward the ends of these pairwise comparisons, indicating chondrogenic convergence at the transcriptional level (Supplementary Fig. 4d–f). Both nasal and somite trajectories failed to align to the last section of our limb chondrogenic pseudotime. This corroborated the notion that we had recovered more mature skeletal cells in our limb samples compared to nasal and somite (Supplementary Fig. 4g–i, Fig. 1h). Accordingly, we excluded the corresponding limb pseudotime bins containing these cells from further analyses.

We first checked the expression dynamics of the two chondrogenic gene co-expression modules '‘IMM’' and ‘'RED.'’ Both modules increased in their expression along the three pseudotime trajectories in nasal, somite, and limb samples (Fig. 3d–f, red). Next, we looked at the expression dynamics of a core set of common chondrogenic genes, which were found to be enriched in chondrocytes across the three embryonic lineages (Supplementary Fig. 5a). All genes showed an increase in expression along the respective trajectories (Fig. 3d–f, black). 

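The shared genes drawn in Fig. 3d-f, apart from the ribosomal proteins, were followed over the first, middle and last part of each ordering. All 5 of them with at least 30 UMIs in the nasal samples had their highest mean CPM in the last part, as did all 5 in the somite samples, and 3 at each location rose from the first to the last part in every library. SOX9 rose in the nasal samples from 54.3 ± 26.1 CPM (SD, n = 3 libraries) in the first part to 71.9 ± 14.3 in the middle and 137 ± 60.8 in the last. Its log2 fold change between the last and the first part was 1.37 (standard error 0.16, adjusted p = 1.6e-14, higher in 3 of 3 libraries). In the somite samples it rose from 48.8 ± 46.7 to 176 ± 53.8 and 267 ± 112 CPM, a log2 fold change of 2.55 (standard error 0.29, adjusted p = 1.2e-04, higher in 3 of 3 libraries). FOXP1 had a log2 fold change of 0.86 (standard error 0.10, adjusted p = 1.4e-14) in the nasal and 1.02 (standard error 0.14, adjusted p = 5.7e-04) in the somite samples. SOX5 was not called, with a log2 fold change of 0.19 (standard error 0.25, adjusted p = 0.825) and 0.68 (standard error 0.37, adjusted p = 0.515), respectively, although it was higher in 3 of 3 libraries at each location. With log-normalization, the nasal log2 fold change of SOX9 was -0.23, and with all variable genes as clustering features the somite one of FOXP1 was -0.09.

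**Figure D1:**
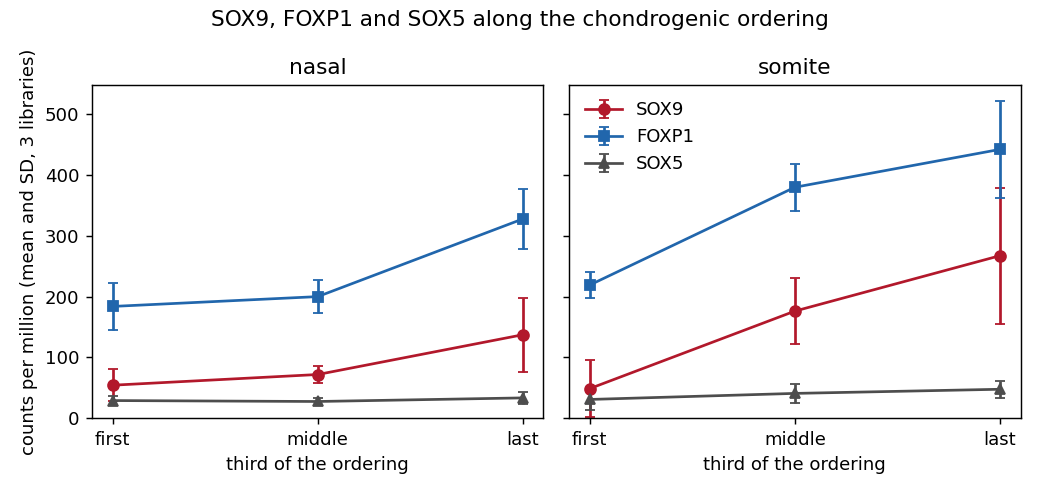
Mean CPM of SOX9, FOXP1 and SOX5 in the first, middle and last part of the nasal and the somite ordering, with bars for the SD over 3 libraries. SOX9 and FOXP1 have their highest mean in the last part at both locations, and SOX5 stays between 27.5 and 33.5 CPM in the nasal samples. The somite ordering starts in a cluster that scored highest for dermomyotome and muscle markers.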

Contained within this shared set of genes were known chondrogenic regulators and extracellular matrix proteins, as well as a selection of ribosomal proteins (Fig. 3d–f, Supplementary Fig. 5a). Additionally, using *tradeSeq*^34^, we identified lineage-specific expression dynamics of shared and distinct regulators activated in chondrogenesis across the three anatomical locations (Supplementary Fig. 5b–d). 

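The 67 genes of cytosolic ribosomal proteins, a set fixed by symbol before the data were examined and left out of the clustering features, were tested with fry, a rotation test of limma, in nasal cluster 5 and in somite cluster 1 against the other re-clustered cells of the location. In the nasal samples their median log2 fold change was -0.0852, against 0.0004 over all genes tested, and 17 genes were called, each of them lower in cluster 5. The set did not pass 0.05 under fry. In the somite samples the median was 0.30 and 62 genes were called higher in cluster 1, and the set passed 0.05 under fry. Camera passed 0.05 for both sets with its preset correlation, but with an estimated correlation only for the somite set. Within single libraries, the median log2 ratio of the set was -0.12, -0.18 and -0.18 at nasal HH15, HH18 and HH22, and 0.29, 0.30 and 0.19 at somite HH12, HH15 and HH20. For these ratios the sums of both locations were normalized together, without the filter on low counts. They are therefore not on the scale of the medians of the tests, and the nasal ones do not break down the -0.0852. In cells outside S and G2M phase, the nasal median was -0.0988, there past 0.05 under fry, and the somite median 0.325. With each sum thinned to the same total of UMIs, the nasal median was nearer to that of all genes, at -0.0479. Of 66 genes, 7 were then called lower, and the somite median was 0.305. The somite rise depends on the cluster chosen: with 1000 variable genes for the fine clustering, added after the data were seen, the median was -0.178.

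**Figure D2:**
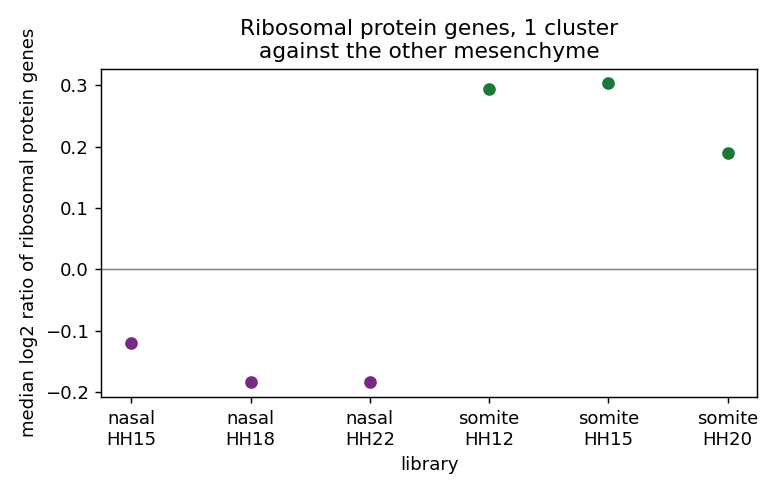
Median log2 ratio of the 67 ribosomal protein genes in nasal cluster 5 and somite cluster 1 against the other re-clustered cells, 1 point per library. The 3 nasal libraries lie below 0 and the 3 somite libraries above 0. The sums of both locations were normalized together here, unlike in the test of each location.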

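Of the factors that Fig. 2c lists for nasal cells (TBX2, ALX4, SIX2, ALX1, ID2, PRRX2, ID1 and DLX1), 1 had its highest mean CPM in the first part of the nasal ordering, 2 in the middle part and 5 in the last part. Of those it lists for somite cells (TWIST1, TCF15, MEOX1, NKX3-2, PAX1, TBX22, HOXB5 and SALL4), 2 had theirs in the first part of the somite ordering and 6 in the last part. In the nasal samples, 2 of the 8 factors were higher in the middle than in the first part in every library, as were 2 of the 8 in the somite samples. NKX3-2 reached 39.0 ± 25.2, 140 ± 80.0 and 169 ± 101 CPM (SD, n = 3 libraries) in the first, middle and last part of the somite ordering, and PAX1 reached 29.1 ± 23.9, 82.4 ± 8.83 and 122 ± 37.9 CPM. Since the first part lies near a cluster that scored highest for dermomyotome and muscle markers, these rises may be contrasts with such cells. The log2 fold change of NKX3-2 between the last and the first part was 2.46 (standard error 0.38, adjusted p = 0.00171). It fell to -0.01 with all variable genes as clustering features, and ran from 1.26 to 3.06 when 1 library was left out. SIX2 had a log2 fold change of 0.51 (standard error 0.12, adjusted p = 0.00191) in the nasal ordering, was higher in 2 of 3 libraries and was called in 4 of 12 alternatives that changed the fit. Of the other nasal factors, ID2 was called higher (0.67, standard error 0.18, adjusted p = 0.00905, higher in 3 of 3 libraries) and ALX1 lower (-0.37, standard error 0.12, adjusted p = 0.0497, lower in 3 of 3 libraries). By the middle part, SOX9 had made 21.2% of its rise in the nasal samples, against 24.0% for ALX4, 33.2% for SIX2, 46.0% for DLX1, 49.5% for PRRX2 and 50.5% for ID2. In the somite samples SOX9 had made 58.3%, against 77.6% for NKX3-2, 57.7% for PAX1, 76.3% for TWIST1, 85.8% for TBX22, 3.59% for SALL4 and -7.47% for HOXB5. These shares come from means over 3 libraries and were not tested.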

In all three lineages, the chondrogenic wave appeared to be preceded by an increase in expression of origin-specific transcription factors (Figs. 2c and 3g–i). Finally, we found evidence for distinct chromatin accessibility dynamics. Chondrocyte-specific DAPs showed increased accessibility along the respective chondrogenic scATAC pseudotime trajectories but in an embryonic origin-specific manner (Fig. 3j–l).

Using integrative scRNA-seq and scATAC-seq pseudotime analyses, we detailed the emergence of common transcriptional signatures and distinct *trans*- and *cis*-regulatory profiles during skeletogenic convergence. Namely, while increased expression of chondrogenic modules and a core set of differentially expressed genes was shared across the three embryonic origins, these were accompanied by lineage-specific transcription factor expression and chromatin accessibility dynamics.

### Embryonic origin-specific activities and specificities of transcription factor binding motifs and transcription factor-protein interaction profiles

To investigate the interplay of distinct transcription factor profiles and origin-specific chromatin accessibilities, we next evaluated cell type-specific activities of transcription factor binding motifs. Given the scarcity of publicly available and experimentally validated binding motifs for chicken transcription factors, we decided to define our own set of DNA position weight matrices. Briefly, we used *Homer*^35^ to identify enriched de novo motifs in our scATAC-seq data in a cluster-by-cluster manner across the three anatomically distinct samples. We annotated these de novo motifs with candidate transcription factors using public repositories and selected the best matches based on motif similarity and the correlation of motif activities with scRNA-seq transcription factors' expression profiles (see Methods). In total, we identified and annotated 1373 de novo motifs across the three anatomical locations (Supplementary Fig. 6a), with 540 non-redundant ones used for the further analyses (Fig. 4a). Motifs for members of the homeobox, C2H2 zinc fingers and basic helix-loop-helix (bHLH) protein transcription factor families were amongst the most frequently identified ones (Fig. 4a). Furthermore, our limb mesenchyme de novo motif for SOX9 matched a chick limb ChIP-seq^36^ validated motif more closely than publicly available position weight matrices (Supplementary Fig. 6b). Encouraged by this, we continued all subsequent analyses with our de novo motifs only.

**Fig. 4:**
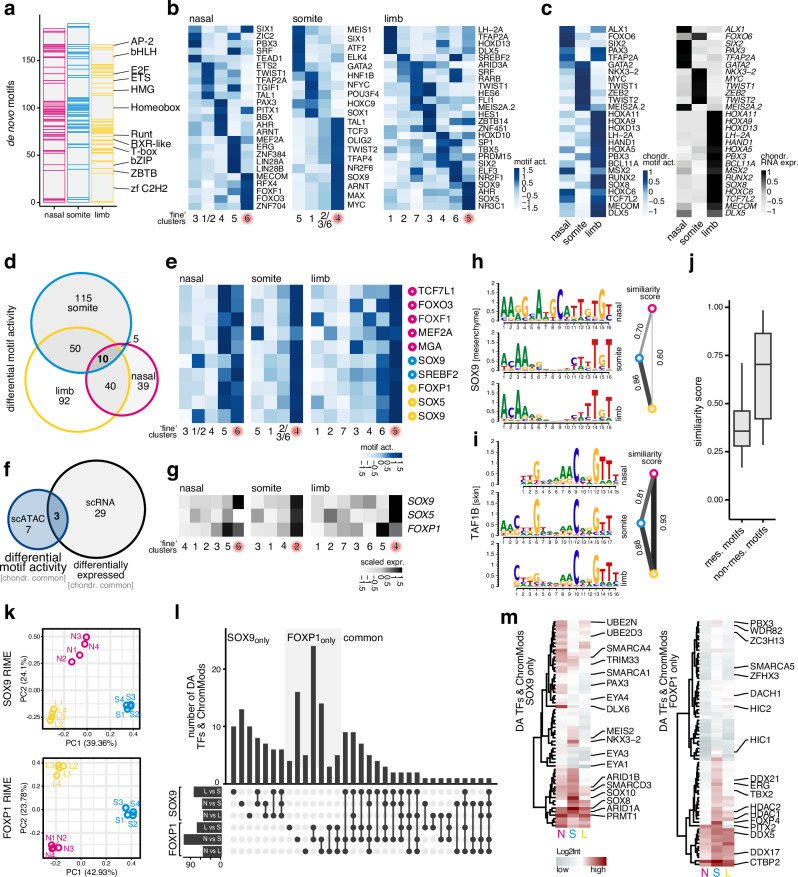
Embryonic origin-specific transcription factor binding motif activities and protein interaction profiles. **a** Final number and transcription factor (TF) family distribution of non-redundant de novo identified binding motifs across the three embryonic origins. **b** Differential cluster-specific motif activities in mesenchymal populations across embryonic origins. EC clusters are highlighted in red. **c** Embryonic origin-specific TF motif activities (left) and mRNA expression profiles (right), enriched in EC cells. **d** Venn diagram displaying the overlap of chondrocyte-enriched motif activities across embryonic origins. **e** Motif activity heatmaps of the ten commonly chondrocyte-enriched TF motifs across embryonic origins. The embryonic origin in which the respective motif was identified is indicated by color-coded circles on the right. EC clusters are highlighted in red. **f** Venn diagram displaying the overlap of unique chondrocyte-enriched motif activities and commonly enriched chondrogenic genes. **g** Enriched expression of *SOX9*, *SOX5*, and *FOXP1* in EC cells of the three embryonic origins. Position weight matrices of a TF motif identified in mesenchymal cells of all embryonic origins (SOX9, **h**) and a TF motif identified in non-mesenchymal cells (skin) of all embryonic origins (TAF1B, **i**). Pairwise motif similarity scores are displayed on the right, with wider/darker lines indicating higher similarity. **j** Boxplots of pairwise motif similarity scores for TFs identified in multiple embryonic origins. Motifs were binned according to which general cell population they were identified in, i.e., mesenchymal (*n* = 204) *versus* non-mesenchymal (*n* = 19). Boxplot center line = median, box limits = quartiles, and whiskers = 1.5× inter-quartile range. **k** Principal component analysis of replicate SOX9 and FOXP1 RIME (Rapid immunoprecipitation mass spectrometry of endogenous proteins) experiments in NC- (N, magenta), somitic mesoderm- (S, blue), and LPM-derived (L, yellow) tissues. Numbers in brackets indicate the percentage of total variance explained by PC1 and PC2. **l** *UpSet* plot of significantly differentially abundant (DA) transcription factors and chromatin modifiers identified pairwise across pairs of embryonic origins for SOX9 and FOXP1 RIME experiments. **m** Averaged log2-normalized intensities for SOX9-specific (left) and FOXP1-specific (right) DA transcription factors and chromatin modifiers across embryonic origins.

Using this custom set of position weight matrices, we next conducted differential motif activity analyses. At both ‘'broad'’ and '‘fine'’ cluster resolutions, we identified motif activity signatures that were predictive for specific cell types, including early chondrocytes and mesenchymal PC cells (Fig. 4b and Supplementary Fig. 6c, d). Moreover, we identified motif activities in chondrogenic cells with high embryonic origin-specificity. These were mirrored by expression signatures of the corresponding transcription factors. This emphasized the presence of distinct *trans*-regulatory inputs in chondrogenic cells of the three embryonic lineages, at both RNA and motif activity levels (Fig. 4c). 

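Gene expression was compared for the factors whose expression Fig. 4c shows. Motif activities were not analysed here. Of the nasal factors ALX1, FOXO6, SIX2, PAX3 and TFAP2A, 5 of 5 had a negative log2 fold change in nasal cluster 5 against the other re-clustered nasal cells, and 3 of these were called. That of SIX2 was -0.04 (standard error 0.13), and its mean was higher in the cluster, at 162 ± 163 against 150 ± 87.8 CPM (SD, n = 3 libraries). ALX1 had a log2 fold change of -1.20 (standard error 0.14, adjusted p = 2.0e-14) and PAX3, with 8 UMIs in the cluster against 790, one of -3.30 (standard error 0.36, adjusted p = 1.4e-15). Against somite cluster 1, 3 of the 4 factors tested were called higher in nasal cluster 5, among them TFAP2A at 63.3 ± 20.5 CPM (SD, n = 3 libraries) against 0.617 ± 1.07 CPM (log2 fold change 6.71, standard error 0.65, adjusted p = 5.3e-04). The somite factors are GATA2, NKX3-2, MYC, TWIST1, ZEB2, TWIST2 and MEIS2. Of the 6 tested against the other re-clustered somite cells, 5 had a positive log2 fold change in cluster 1 and 3 of these were called, while MEIS2 was called lower. NKX3-2 had a log2 fold change of 1.66 (standard error 0.33, adjusted p = 0.00238), which was below 0 in 3 of 18 alternatives. The lowest of these, -5.52, came from somite cluster 4, which scored highest for lateral plate mesoderm markers. In cluster 1, the log2 fold change of NKX3-2 ranged from 0.28 to 2.18 when 1 library was left out. Its lowest value there (adjusted p = 0.656) was without HH12. Against nasal cluster 5, 6 of 6 somite factors tested were higher in somite cluster 1 and 2 were called. GATA2 had too few UMIs to be tested and lay the other way. It was at 14.9 ± 9.38 CPM in nasal against 1.00 ± 1.73 CPM in somite cells (28 against 4 UMIs).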

Of all motifs whose activities were enriched in chondrogenic cells, only ten were shared across the three anatomical locations (Fig. 4d, e, Supplementary Fig. 6e). 

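FOXP1 (ENSGALG00000007769) reached 390 ± 45.9 CPM (SD, n = 3 libraries) in nasal cluster 5 against 194 ± 38.3 CPM in the other re-clustered cells (log2 fold change 1.02, standard error 0.09, adjusted p = 1.9e-21). In somite cluster 1 it reached 450 ± 41.0 against 265 ± 44.1 CPM (log2 fold change 0.79, standard error 0.10, adjusted p = 7.4e-06), and it was higher in 3 of 3 libraries at each location. Its log2 fold change was below 0 in 1 of 15 nasal and 2 of 18 somite alternatives. SOX5 was called in somite cluster 1, at 58.1 ± 14.6 against 31.3 ± 10.0 CPM (log2 fold change 0.93, standard error 0.20, adjusted p = 0.00489). There it was called in 11 of 18 alternatives, and 2 of the 18 changed its direction. In nasal cluster 5, SOX5 was not called, at 41.3 ± 7.81 against 27.2 ± 5.28 CPM (log2 fold change 0.63, standard error 0.22, adjusted p = 0.0674), with an adjusted p of 0.0139 over the list alone. Over 15 alternatives that changed the fit it was called in nasal cluster 5 in 4, and its adjusted p ran from 0.0141 to 0.818. Of 6333 genes tested at both locations, 189 were called higher in nasal cluster 5, 236 in somite cluster 1 and 45 in both, where the product of the shares gives 7.04. Another 28 were called lower in both, and 33 went in opposite directions. The 3447 genes that were clustering features at neither location hold 3 of the 45: SOX9, FOXP1 and HIC1, where the product of the shares gives 0.634. All 3 are genes the paper names, which were left out of the features for that reason. The level of SOX9 was also looked at when the clusters were chosen. This excess is therefore not independent evidence. Across genes, the log2 fold changes of the locations had a Spearman's rho of 0.20.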

Comparing them to the core chondrogenic genes identified in our differential expression analyses revealed only three genes showing consistent chondrocyte enrichment at both RNA expression and motif activity levels: *SOX9*, *SOX5,* and *FOXP1* (Fig. 4f, g).

With the length range of our *Homer* de novo motif search (8–22 bp), we were able to investigate the occurrence of potential co-binding patterns of multiple transcription factors. Sequences bound by multimeric protein complexes are increasingly recognized as an integral aspect of DNA’s regulatory grammar to provide robustness or diversify activity patterns in a combinatorial manner^37–39^. Indeed, many of our motifs showed a bimodal distribution of nucleotide enrichment in their position weight matrices, indicative of dimers binding to them. For example, the SOX9 motifs identified in somite and limb mesenchymal cells indicated a homodimer-like binding, in agreement with previous findings^36^ (Fig. 4h and Supplementary Fig. 6b). Additionally, in nasal samples, our analyses predicted a motif showing a SOX9-like monomer signature at its 3’ end, but a potential heterodimeric binding partner at its 5’ end (Fig. 4h). To investigate this phenomenon more systematically—that is, the same transcription factor having dissimilar binding motifs predicted in the three different embryonic lineages—we trimmed the extremities of our position weight matrices based on minimal nucleotide enrichment scores and calculated motifs similarities across anatomical locations. In our analysis, we split the motifs based on whether their position weight matrices were identified in mesenchymal cells of different embryonic origins, or non-mesenchymal populations of the same embryonic lineage (e.g., skin, Fig. 4i). On average, position weight matrices for transcription factors identified in mesenchymal cells showed lower similarity scores than motifs identified in non-mesenchymal cell types (Fig. 4j). This indicated that binding motifs for the same transcription factors were less conserved in mesenchymal cells of different embryonic origins, potentially due to lineage-specific differences in their cells’ chromatin environment, or distinct co-factors binding the motifs in a heterodimeric manner (Fig. 4h–j).

To follow up on these observations, we focused our attention on two of the core factors we identified as chondrocyte-enriched at both motif activity and RNA expression levels, SOX9 and FOXP1 (Fig. 4f, g), and performed Rapid immunoprecipitation mass spectrometry of endogenous proteins^40^(RIME). RIME allows for mass spectrometry-based identification of protein assemblies and thus offers an experimental approach to probe for potential lineage-specific differences in the composition of transcription factor complexes (see Methods and Supplementary Data 1). We assessed the specificity of our two antibodies against SOX9 and FOXP1 in a limb tissue test run (Supplementary Fig. 7a–d), and identified previously reported protein interactors, such as e.g., CTNNB1^41^ or members of the SWI/SNF complex (e.g., ARID1A/B and SMARCD1/2)^42^ (Supplementary Fig. 7d and Supplementary Data 1). We then performed quadruplicate RIME experiments for SOX9 and FOXP1, probing the skeletogenic cells of all three embryonic lineages. Overall, we detected 1475 (SOX9) and 960 (FOXP1) proteins, many of which were shared between the two factors (Supplementary Fig. 7e–g). Within each experiment, however, the composition of the co-bound proteins revealed clear signals of their embryonic origins (Fig. 4k). To identify potential lineage-specific interactors, we first performed DA analyses across the three embryonic origins and focused on DA proteins specific to either SOX9 or FOXP1 pairwise comparisons^43^ (Supplementary Fig. 7h–n and Supplementary Data 1). We further subsetted this list for transcription factors and chromatin modifiers, reasoning that interactors from these protein classes were most likely to modulate the DNA binding patterns of our two candidates (Fig. 4l, Supplementary Fig. 7o). For both SOX9 and FOXP1, we identified proteins that were enriched in our pulldowns across the embryonic origins, albeit to different degrees. These were mostly general transcriptional regulators involved in chromatin remodeling or co-transcriptional RNA processing (Fig. 4m, Supplementary Fig. 7p). Intriguingly, however, we also identified several proteins that appeared to specifically interact with one of our candidates only and in a lineage-specific manner. Examples include the EYA proteins in neural crest-derived tissues as well as MEIS2 and NKX3-2 in somitic tissues for SOX9, or the paralogs HIC1 and HIC2 in our FOXP1 pulldowns from somites and limbs, respectively (Fig. 4m, Supplementary Fig. 7p).

Collectively, we identified de novo transcription factor binding motifs, some of which showed common cell type-specific activities while others were embryonic lineage-restricted. We find partially diverging sequence logos for the same transcription factors in mesenchymal cells at different anatomical locations. Furthermore, using immunoprecipitation and proteomics-based identification of co-bound proteins for two candidates, SOX9 and FOXP1, our experiments suggest that chondrogenic transcription factors can interact with distinct co-regulators in a lineage-specific manner. This substantiates our previous findings of lineage-specific *trans*-regulatory inputs during the skeletogenic convergence of different embryonic PC lineages at the level of motif architectures and activities, as well as putative binding partners in transcription factor complexes.

### Lineage-specific regulatory architectures in skeletogenic cells and *cis*- and *trans*-regulatory dynamics during chondrogenic induction

We used *ArchR*^44^ on our mesenchymal scATAC-seq data for peak-to-gene links analyses to connect putative distal enhancer elements to target genes and test for lineage-specific activities. Based on a minimal correlation coefficient and adjusted p-value cutoffs, we identified over 28,000 presumptive peak-to-gene links (Fig. 5a–c and Supplementary Fig. 8a–f). Within these peak-to-gene links, target genes were generally predicted to be contacted by less than three putative *cis*-regulatory elements (CRE), and the majority of CREs interacted with only one target gene (Supplementary Fig. 8d–f). Using hierarchical k-means (hkmeans) clustering, we sorted our peak-to-gene links according to their aggregate activity profiles and plotted z-score normalized chromatin accessibilities and imputed target gene expression levels (Fig. 5a–c and Supplementary Fig. 8g–i). For both somite and limb samples, and to some extent in nasal cells, we identified clusters enriched for EC cells (Fig. 5a–c), with corresponding enrichments for skeletogenesis-related terms (Supplementary Fig. 8g–i).

**Fig. 5:**
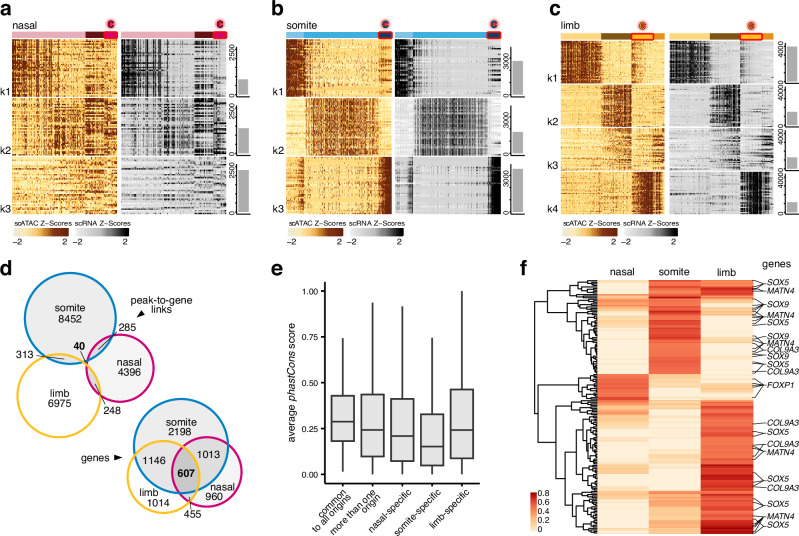
Lineage-specific enhancer-promoter interactions of core chondrogenic genes. **a**-**c** hkmeans-clustered peak-to-gene link heatmaps displaying Z-score normalized peak accessibilities (left, ocher) and imputed target gene expression levels (right, gray) in single cells (columns). Cell clusters dominated by EC cells are highlighted in red (top). The top 40 peak-to-gene links are shown. Total numbers of identified peak-to-gene links per cluster are indicated by barplots on the right, cluster numbers (kX) on the left. **d** Venn diagram displaying the overlap of mesenchymal peak-to-gene link CREs across embryonic origins (top) and the overlap of target genes contained within these peak-to-gene links (bottom). **e** Average evolutionary conservation (calculated as *phastCons* scores) across CREs in peak-to-gene links shared amongst all embryonic origins (*n* = 40), shared by more than one embryonic origin (*n* = 886), and that are origin-specific ones (nasal *n* = 4396, somite *n* = 8452, and limb *n* = 6975). Boxplot center line = median, box limits = quartiles, and whiskers = 1.5× inter-quartile range. **f** Hierarchically clustered peak-to-gene link correlation heatmap of links identified at core chondrogenic genes across embryonic origins. Select target genes are indicated on the right.

Of all peak-to-gene links, only 40 CREs were detected in all three anatomical locations using our stringent cutoffs. However, that number increased to 607, if we were only focusing on the overlap of predicted target genes therein (Fig. 5d). Among our peak-to-gene links, the common CREs that were shared between all embryonic origins were on average more conserved across vertebrates, hinting that pleiotropic constraints might restrict their sequence substitution rates through purifying selection (Fig. 5e). Furthermore, on average ~15% of our CREs contained an ‘'avian-specific highly conserved element'’ (ASHCEs^45^, nasal 12.9%, somite 15.9%, limb 15.0%, and common 7.5%), but only few '‘chicken accelerated regions'’ (CARs^46^, 0.09% overall (19 out of 20,709 CREs total)). This suggested that many core genes commonly expressed in vertebrate chondrogenic cells were contacted by embryonic lineage-specific enhancer elements, a subset of which appeared to contain sequences that have become and remained highly conserved specifically during avian evolution. Indeed, looking at the correlation scores of our core chondrogenic gene set (Supplementary Fig. 5a, excluding ribosomal proteins) revealed largely lineage-specific peak-to-gene link activities (Fig. 5f). We further explored the resulting lineage-specificity in *cis*- and *trans*-regulatory dynamics at the *SOX9* locus, a conserved regulator of vertebrate chondrogenesis^15^.

While a high density of consensus peaks was present in the genomic landscape flanking *SOX9*, the overall pseudobulk chromatin accessibility profiles looked distinct from one anatomical location to another, both in mesenchymal PC (bright colors) as well as at the EC stage (dark colors) (Fig. 6a). Using HOMER and our custom set of position weight matrices, we identified transcription factors whose binding motifs were enriched in lineage-specific DAPs situated within a 1 Mb (megabase) interval around the SOX9 locus (Fig. 6b). We then followed their genome-wide motif activities and RNA expression profiles along our scATAC-seq and scRNA-seq pseudotimes, within the respective embryonic lineages. Both modalities displayed largely congruent temporal activation patterns (Fig. 6c, d). Furthermore, these dynamics suggested distinct temporal hierarchies for the putative *trans*-regulatory inputs orchestrating the lineage-specific activation of SOX9. 

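RNA levels of the factors in Fig. 6d were followed along the ordering of each location, while motif activities were not analysed here. In the nasal samples, 10 listed factors had at least 30 UMIs, and their highest mean CPM fell in the first part for 2, in the middle part for 2 and in the last part for 6. Of the 9 tested between the last and the first part, 6 had a positive log2 fold change, and the 2 called were SIX2 (higher) and PAX3 (lower, log2 fold change -1.85, standard error 0.22, adjusted p = 6.0e-15). In the somite samples, 8 listed factors had at least 30 UMIs, with 1 highest in the first, 4 in the middle and 3 in the last part. The somite ordering started in a cluster that scored highest for dermomyotome and muscle markers. Of the 5 tested, 4 had a positive log2 fold change, and the 1 called was FOXP1. In every library, 4 of the nasal and 4 of the somite factors were higher in the last than in the first part. In turn, 1 nasal and 2 somite factors were lower in the last part in every library. Of all genes the paper names, 10 of 38 tested were called along the nasal ordering, or 12 adjusted over the list alone, and 7 of 28 along the somite ordering, or 12 adjusted over the list alone.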

At the *cis*-regulatory level, link plots at the locus revealed that many of the peak-to-gene links were predicted to be embryonic origin-specific (Fig. 6e). To evaluate putative enhancer functions of these peaks and test for their lineage-specificity, we first used differential chromatin accessibility analysis to define chondrocyte-enriched DAPs at the *SOX9* locus. For all three anatomical locations, we identified peaks with high chromatin accessibilities in EC cells, relative to mesenchymal PC and chondrocytes of other embryonic origins (Fig. 6f). We isolated the corresponding sequences from genomic DNA and cloned them into reporter plasmids, upstream of a minimal promoter driving green fluorescent protein (GFP) expression. We electroporated (EP) the resulting constructs into the PC populations of the respective skeletogenic lineages *in ovo*. As EP control, we included a plasmid containing a strong constitutively active promoter driving tdTomato expression. Post-EP, we let the embryos develop further for two days, harvested the targeted tissues, and processed them for histology. We performed immunohistochemistry against endogenous SOX9 protein to determine the location of chondrogenic condensations and against tdTomato and GFP to evaluate EP efficiency and enhancer activity and specificity, respectively. Within EP-positive condensations, we scored the presence or absence of GFP signal to indicate chondrogenic enhancer activity (Supplementary Fig. 9a–f). The predicted somite and limb enhancers showed specific GFP reporter activity, restricted to the respective embryonic lineages they were identified in (Fig. 6h, green boxes). The nasal candidate enhancer reporter drove a strong GFP signal in cranial neural crest-derived chondrogenic tissue (Fig. 6h, green box). It additionally did so at reduced levels in limb condensations as well (Fig. 6h, green dotted box and asterisk), suggesting only partial lineage-specificity and a slightly more promiscuous enhancer activity for this element^47,48^.

**Fig. 6:**
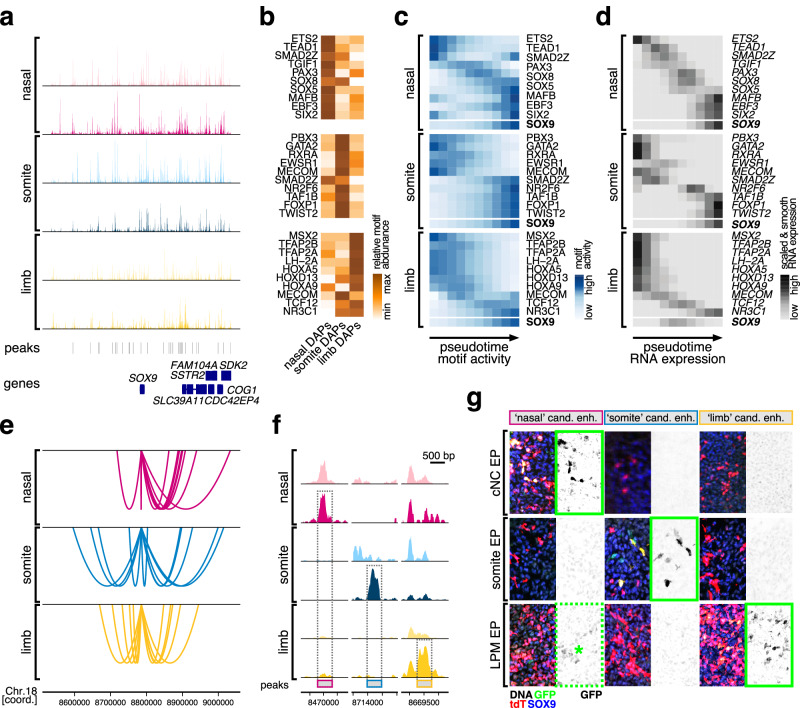
Distinct *cis*- and *trans*-regulatory dynamics during the lineage-specific activation of the core chondrogenic transcription factor *SOX9.* **a** Pseudobulk aggregate genome accessibility tracks at the *SOX9* locus. For each embryonic origin, tracks for PC populations (light colors) and EC cells (dark colors) are displayed. Identified peaks and neighboring genes are indicated below. **b** Relative transcription factor binding motif abundances in DAPs at the *SOX9* locus in cells of nasal (left), somite (middle), and limb origin (right). Genome-wide dynamics of motif activities (**c**) and the corresponding RNA expression profiles (**d**) of transcription factors identified in (**b**), following chondrogenic pseudotime trajectories in nasal (top), somite (middle), and limb cells (bottom). For reference, both motif activities and RNA expression profiles of *SOX9* are included. **e** embryonic origin-specific peak-to-gene link plots at the *SOX9* locus. **f** Pseudobulk aggregate genome accessibility tracks of peaks tested in enhancer reporter assays in (**g**). Candidate enhancers are highlighted by gray dotted boxes. PC population tracks in light colors, EC tracks in dark colors. **g** In vivo enhancer reporter assays. Chondrocyte candidate enhancer elements with predicted embryonic origin-specificity were cloned into reporter constructs driving GFP expression and electroporated (EP) together with a tdTomato control plasmid into cells of the cranical neural crest (cNC), the somites, or the forelimb LPM. Embryonic origin-specificity of GFP expression in SOX9-positive chondrogenic condensations is indicated by green squares. The candidate ‘'nasal'’ enhancer showed a weak GFP signal in the limb mesenchyme as well (green dotted square, asterisk).

Overall, our peak-to-gene link analyses uncovered the presence of lineage-specific CREs contacting an overlapping set of target genes across the three anatomical locations. Furthermore, pseudotemproal motif activities and transcription factor expression profiles, as well as enhancer reporter assays at the *SOX9* locus, suggest a partial lineage dependency in the *cis*- and *trans*-regulatory dynamics driving the activation of target genes in EC cells of different embryonic origins.

## Discussion

Cell type specification in animals relies on the execution of distinct gene regulatory programs during embryonic and post-embryonic development. Consequently, cell type evolution depends on the origination of new regulatory modalities, to drive innovations in cellular form and function. Here, we have documented the gene regulatory dynamics underlying the embryonic specification of skeletogenic cells in vertebrates, an iconic cell type central to their evolutionary success. Following their first evolutionary appearance at the base of vertebrates, additional embryonic lineages have subsequently acquired the ability to form skeletal cell types. This makes the underlying gene regulatory programs interesting from both evolutionary and developmental perspectives. Namely, how the three embryonic lineages have acquired skeletogenic competency at a gene regulatory level during vertebrate evolution, and, developmentally, how these lineages are transcriptionally recoded during the earliest steps of skeletogenesis, to converge from distinct molecular profiles of their respective origin populations toward similar skeletogenic phenotype (Fig. 1a).

### Transcriptional recoding and lineage-memory in mesenchymal cells

Using scRNA-seq profiling, we have followed the early transcriptional dynamics of cell fate specification in the vertebrate skeleton across its three distinct embryonic lineages (Fig. 1b). We find shared transcriptional signatures between both mesenchymal and skeletal cells of the three embryonic origins (Fig. 1b, g). Transitioning toward such mesenchymal-like signatures may transcriptionally prime different PC lineages to increase their cell fate plasticity, akin to what is observed in various types of metastatic cancers, while still maintaining partially distinct transcriptional and chromatin memories of their embryonic origins^49–51^. Indeed, all three skeletogenic lineages undergo an epithelial-to-mesenchymal transition (EMT), before migrating to the periphery where they condense and appear to initiate a core skeletogenic program, which—at a global scale—shows high similarity in its overall gene regulatory state^25,52,53^ (Fig. 1h). We also noted a shared increase in ribosomal protein transcription, potentially to meet the increased translational needs for extracellular matrix protein production and secretion^54^ (Supplementary Fig. 5a). Importantly, however, our cellularly resolved trajectories also uncovered embryonic lineage-specific *trans*- and *cis*-regulatory dynamics underlying the early cell fate specification in the vertebrate skeleton. As such, our study closes a crucial gap between skeletal pre-pattering^46^ and tissue maturation^25,52,53^ across all three embryonic lineages and at cell lineage resolution.

### Distinct *trans-* and *cis-*regulatory dynamics along skeletogenic differentiation trajectories of different embryonic origins

We find a lineage-specific heritage in transcription factor expression profiles in skeletogenic cells of different anatomical locations (Fig. 2b, c). This implies that the convergent specification of functionally analogous and transcriptionally similar skeletal cell types can be induced by distinct upstream *trans*-regulatory inputs, even across germ layers, reminiscent of the functional convergence identified in the developing visual system of *Drosophila*^55^. Here, using scATAC-seq data, we add an additional layer of regulatory information, and demonstrate that distinct chromatin accessibility signatures accompany these specific *trans*-regulatory inputs (Fig. 2h, h), with promoter accessibilities exhibiting overall higher similarities than distal sites with putative enhancer functions (Fig. 2i, j). We followed the *trans*- and *cis*-regulatory dynamics along pseudotemporal skeletogenic trajectories of the three embryonic origins and identified distinct signatures underlying this transcriptional and phenotypic cell fate convergence (Fig. 3d–i, Supplementary Fig. 5a–d). Intriguingly, the expression levels of lineage-specific *trans* regulators (Fig. 3d–i), as well as corresponding binding motif activities (Fig. 6b–d), peak right before the onset of the core skeletogenic program. This suggests the presence of lineage-specific transition states, in which mesenchymal PC are transcriptionally recoded toward a similar skeletogenic cell fate^56^. Thereafter, known skeletal regulators and effector genes become transcribed in the respective convergence trajectories, yet seem to rely on largely non-overlapping, lineage-specific sets of putative enhancer elements (Figs. 3j–l and 5f). Using in vivo reporter assays, we demonstrate the lineage-specific enhancer activities at a core chondrogenic factor (Fig. 6f, g). Human genetics and molecular studies using in vivo and in vitro models have previously documented the presence of large regulatory landscapes at skeletogenic genes^57–59^. We argue that this regulatory strategy enables distinct up-stream *trans* inputs to activate a common downstream program in the different embryonic lineages, through integration at the level of *cis* elements (Fig. 7). In this scenario, the implementation of distinct long-range enhancer actions would transcriptionally recode distinct PC signatures towards a similar skeletogenic cell fate.

**Fig. 7:**
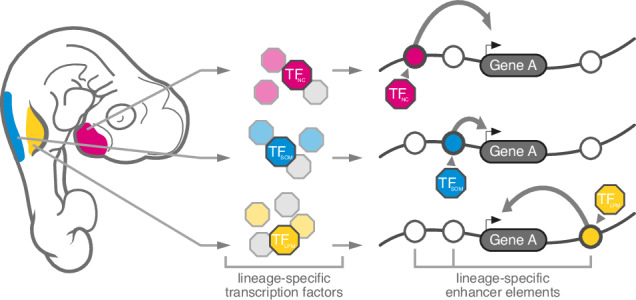
Model for the transcriptional convergence of skeletogenic cells of different embryonic origins. Depending on anatomical location, different embryonic lineages give rise to the skeletal elements of the vertebrate skeleton. These mesenchymal PC express distinct lineage-specific transcription factor profiles, according to their embryonic origin, which are integrated at lineage-specific enhancer elements to activate a shared set of genes belonging to a core transcriptional program of vertebrate skeletal progenitors.

Across the different embryonic lineages, it is unlikely that this convergence involves only a single skeletogenic '‘master regulator'’^5,60^. Indeed, *SOX9*—a prime candidate for such function—acts in many non-skeletogenic lineages^61^, and its overexpression is unable to fully reprogram cells with skeletogenic potential toward a chondrocyte fate by itself^62^. Rather, an entire battery of transcriptional regulators—some shared, yet many lineage-specific—seems to drive the lineage-specific convergence toward a skeletogenic phenotype, with further distinctions present at the level of distal *cis* elements (Figs. 2h–j and 3d–l). This apparent regulatory complexity appears further potentiated by differences in transcription factor binding motifs in mesenchymal cells across the embryonic origins (Fig. 4h–j). Whether due to lineage-specific differences in a local chromatin environment or the presence of distinct heteromeric binding partners, such expanded '‘regulatory grammar'’ at the level of motif diversity is known to increase the combinatorial flexibility and complexity in cell fate decision and patterning processes^37–39^. Here, our comparative RIME analyses should serve as a valuable resource for future investigations to disentangle the underlying molecular mechanisms shaping lineage-specific DNA binding motif preferences and their functional consequences during tissue maturation and diversification, as well as cell type evolution.

### Origin-specific evolutionary trajectories of skeletogenic cells

The distinct regulatory modalities that specify the skeletogenic cells in different parts of the vertebrate embryo also hold implications for how we treat them in an evolutionary comparative context. In vertebrates, different anatomical regions have acquired the potential to form an endoskeleton at distinct evolutionary time points. It is generally believed that an acellular, cartilage-like support of feeding structures preceded vertebrates^19^. Possible incorporation of the underlying gene regulatory network into a new set of PC cells could then have paved the way for the emergence of the vertebrate cranium^63–65^, with additional developmental lineages simply repeatedly co-opting this core skeletogenic logic to specify a shared cellular phenotype from distinct embryonic sources. Shared expression of pro-skeletogenic factors could thus result from ‘'serial homology'’ amongst early skeletogenic cells of different embryonic origins^8,10^, with the presence of lineage-specific factors simply reflecting ‘'transcriptional noise'’—i.e., evolutionary remnants from their respective developmental origins, maintained by stabilizing selection^5,66^.

However, the partial regulatory independence we document here, at both *trans* and *cis* levels, implies re-use with substantial network modifications and likely functional implications resulting therefrom. Namely, embryonic lineage-specificities of select transcriptional regulators and enhancer activities appear to be evolutionarily conserved, over hundreds of millions of years, and maintained to later developmental stages of skeletal tissues maturation^25,52,53^. Future studies should thus aim for a refined phylogenetic sampling, as well as investigate later embryonic and post-embryonic dynamics in skeletal cells building the different mature tissue types of the skeleton. Furthermore, in the three embryonic lineages, a distinct regulatory logic may allow for skeletogenic induction to be driven by different extracellular signals—e.g., SHH in somites^67^ and Wnt/FGF in the LPM^68^—and for changes in signaling levels to modulate their specification across evolution^6,10^. Last but not least, the possible incorporation of skeletogenic factors into distinct transcriptional complexes would classify the skeletal cells of the three embryonic lineages as independent cell types, according to the ‘'core regulatory complexes’' (CoRC) concept^1^. While these different regulatory strategies might originally have been a necessity—to integrate distinct *trans*- and *cis*-regulatory modalities as well as extracellular signaling environments—ultimately, they might have proven beneficial and even adaptive. Namely, the skeletogenic cells of the different embryonic lineages seem to possess distinct character identity mechanisms and, accordingly, have individualized evolutionary trajectories available to them^1,10^. By relying on partially distinct specification networks and, thus, reduced pleiotropy, independent changes in effector gene expression—e.g., to affect extracellular matrix composition and ensuing tissue properties^54,69^—or cellular growth dynamics become possible in the different parts of the skeleton^70–72^. Indeed, naturally occurring genetic variation, as well as induced targeted mutations in some of the embryonic origin-specific regulators we document here, show anatomical location-restricted effects^72–74^. For example, an *ALX1*-containing haplotype has been linked to the diversification of beak shapes and sizes in Darwin’s finches^72^, while regulatory changes at the *PRXX1* locus appear to contribute to the elongation of forelimb elements in bats^70^. Hence, despite seemingly similar cellular phenotypes, the distinct regulatory strategies at work in the three embryonic lineages may help to make different parts of the vertebrate skeleton become independent targets of evolutionary selection, with distinct biomaterial and patterning properties resulting therefrom.

## Methods

### Tissue collection

Fertilized chicken eggs (Gallus gallus domesticus, “Hubbard”) were purchased from local vendors in Switzerland and incubated to the desired stages in a humidified incubator. Embryos were dissected in ice-cold PBS and staged according to Hamburger and Hamilton^75^. Embryonic tissue was either processed for single-cell functional genomics experiments or fixed in 4% PFA at 4 ° C. Embryos of both sexes were included in all analyses. In accordance with Swiss national guidelines (Swiss Animal Protection Ordinance; TSchV, chapter 6, Art. 112), no formal ethics approval was required, as all experiments were carried out before the third trimester of incubation.

### RNA in situ hybridization

Cranial or brachial tissue samples ranging from HH17 to HH24 were dehydrated and cryo-embedded side-by-side in OCT to allow for staining of the entire time series on single slides. Sectioning was performed on a *Leica CM3050S* cryostat, and RNA ISH against *SOX9* and *ACAN* was performed using standard protocols^76^. Brightfield images were acquired on an *Olympus FLUOVIEW FV3000* and globally processed for color balance and brightness using *Adobe Photoshop*.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. No samples were excluded, but low-quality cells were removed from further analyses based on quality control metrics detailed below under '‘scRNA-seq data pre-processing.’' The experiments were not randomized, and the investigators were not blinded to allocation during experiments and outcome assessment.

### scRNA-seq data collection

We sampled the frontonasal prominence at stages HH15, HH18, and HH22, the dorsal part of the brachial region at stages HH12, HH15, and HH20, and entire forelimbs at stages HH21, HH24, and HH27^77^. Tissue was dissociated using enzymatic digest (0.25% trypsin in DMEM, for 15 min at 37 °C), with cell capture, cDNA generation, preamplification, and library preparation according to the *10x Genomics Chromium 3’ Kit* instructions and sequencing on *Illumina* platforms^26^. Data was processed and mapped with *CellRanger* (*10x Genomics*), using our in-house improved GRCg6a genome annotation with elongated 3’ UTRs^77^.

### scRNA-seq data pre-processing

Unique molecular identifier (UMI) count matrices were filtered for quality based on a cell’s total and relative UMI counts (i.e., >4*mean and <0.2*median of the sample), percentage of mitochondrial UMIs (i.e., >median +3*MAD (median absolute deviation) and >0.1, except if UMI count >median). Finally, we calculated UMI count-to-genes detected ratios and removed cells with a ratio <0.15, except if a cell had <2/3 of the max. number of genes detected^77^. In total, 8468 cells remained for frontonasal (2702, 4558, and 1208 cells for HH15, HH18, and HH22), 7777 cells for somite (3093, 2993, and 1691 cells for HH12, HH15, and HH20), and 10,350 cells for forelimb (2987, 5293, and 2070 cells for HH21, HH24, and HH27).

### scRNA-seq data normalization, dimensionality reduction, and clustering

Using the *R* package *Seurat* (v4)^24^, UMI counts were normalized by sequencing depth and log transformed. A cell cycle score was calculated using *SCRAN*^78^. Variations of sequencing depth, mitochondrial UMI percentage, and the difference in S and G2M cycle scores were regressed out using *SCTransform* from *Seurat*^24,77,79^. Genes with a higher value of standardized variance than the sum of median and MAD were considered as ‘'highly variable.'’ These steps were carried out independently for the three stages of the three embryonic origins.

Using *Seurat*, we integrated samples from the same embryonic origin and used principal component analysis (PCA) on highly variable genes, followed by tSNE and FFT-accelerated Interpolation-based tSNE algorithms^80^ for non-linear dimensionality reduction on the first 19 (nasal), 21 (somite), and 19 (limb) principal components. Using *Seurat* functions, we performed Leiden graph-based clustering^81^ on all cells with a resolution of 0.2 (=”broad clustering.’') A second round of clustering was conducted on select mesenchyme populations, with resolutions of 0.4 (somite, limb) and 0.5 (nasal) ( = ’'fine clustering.’') Cell type assignments of clusters were based on visual inspection of known marker gene expression patterns, and the activity of the two previously identified EC gene expression modules '‘IMM’' and ‘'RED'’^25,26^ using the *Seurat* function '‘AddModuleScore.'’

### Differential expression analysis

Differential expression analysis was based on a logistic regression framework^82^ using *Seurat*, with cell cycle differences and embryonic stages as latent variables. Genes expressed in at least 10% of the cells and showing differences with an adjusted p-value < 0.05 and a log fold change >0.5 ('‘broad'’) or >0.25 ('‘fine’') were considered as significantly differentially expressed. To minimize batch effects, differential expression analysis of chondrocytes from different embryonic origins was performed on pseudobulk counts using the *R* package *muscat*^83^.

### scRNA-seq data integration across embryonic origins

We filtered out potential doublets using the *R* package *doubletFinder*^84^ and removed clusters enriched for mitochondrial counts. The resulting UMI count matrix was divided by size factor and log-transformed using *SCRAN*^78^. The top variable genes (getTopHVGs, *SCRAN*) identified in at least two samples were kept for downstream analyses. Using *Seurat*, we then integrated the count matrices using anchors in canonical correlation analysis (CCA) reduction to compute batch-corrected matrices of the three embryonic origins. To calculate co-embedding projections, the PCA dimension was reduced sample-wide. Anchors for integration were identified using ‘'FindIntegrationAnchors'’ in reciprocal PCA reductions. We used ‘'IntegrateEmbeddings'’ to integrate PCA reduction, followed by tSNE calculations (‘RunTSNE’). Correlation analyses were performed on '‘pseudobulk'’ average gene expression values (*Seurat* function ‘AverageExpression’) in each cluster.

### scRNA-seq pseudotime analyses

We generated spliced/unspliced count matrices of our selected mesenchymal populations using *velocyto*^85^ and assessed the directional transcriptional dynamics of highly variable genes with sufficient spliced/unspliced counts in *scVelo*^27^ with the default parameters. We visualized the recovered dynamics on FIt-SNE (fast interpolation-based t-SNE^80^) projections of the three embryonic origins. We then used these Flt-SNE embeddings as input space and constructed a minimum spanning tree with a preset start cluster in the *R* package *slingshot*^30^. In a complementary approach, we integrated samples from the same embryonic origin and used PCA on highly variable genes, followed by force-directed graph drawing^32^ for non-linear dimensionality reduction on the first 2 principal components. We then performed tree learning with simplePPT to get the respective pseudotime trajectories using the python package *scFates*^31^ (v1.0.1). Alignment of embryonic origin-specific *slingshot* pseudotimes was performed with *TrAGEDy*^33^ using 40 interpolated points along the respective chondrogenic trajectories. Module expression dissimilarities were calculated by Spearman correlation (1-ρ), and optimal alignment was identified by dynamic time warping with default settings. Using the *R* package *tradeSeq*^34^, we detected temporally differentially expressed genes along the respective chondrogenic trajectories.

### scATAC-seq data collection

Tissue dissociation was performed as previously described^26^. Cell concentration and viability were assessed using the *Nexcelom Cellometer K2,* and ~1*10^6^ cells were used to perform nuclei isolation following the *10x Genomics* protocol. Nuclei suspensions were loaded onto a Next GEM chip H, and transposition, nuclei partitioning, and library preparation were performed according to the *10X Genomics* ATAC User Guide. scATAC libraries were quantified on an Agilent 2100 Bioanalyzer system (Agilent) and sequenced on a NovaSeq 6000 system (Illumina).

We used *CellRanger ATAC v1.2.0* (*10x Genomics*) for read processing and quantification and mapped the fragments to the chicken ENSEMBL genome Gallus_gallus-6.0^86^ with our in-house improved GRCg6a genome annotation^77^. PEAK_MERGE_DISTANCE was changed to 50, with all other parameters at default settings.

### scATAC-seq data pre-processing

We removed doublets with *ArchR* (v1.0.1)^44^ and selected high-quality cells in *Signac* (v1.1.1)^87^ using the following thresholds: total number of fragments in peaks ranging from 1000 to 100,000, fraction of reads in peaks >15%, nucleosome signal <4, and TSS enrichment score >2. Using these criteria, we ended up with 11,527 cells for frontonasal (6171 and 5356 cells for HH15 and HH18), 14,106 cells for somite (11,232 and 2874 cells for HH12 and HH15), and 10,982 cells for forelimb (4453 and 6529 cells for HH21 and HH24).

### scATAC-seq data merging, dimensionality reduction, and clustering

We merged samples from the same embryonic origins and summed fragment counts in 5 kb genomic tiling windows located on autosomes and chromosome Z (208,680 tiles in total). We performed latent semantic indexing (LSI) dimension reduction on a term frequency-inverse document frequency (TF-IDF) normalized matrix with the top 75% of tiles (top 0.1% tiles are removed, putative repetitive elements, or alignment errors) using *Signac* and removed batch effects on LSI components using *Harmony*^88^. We used tSNE and FFT-accelerated Interpolation-based t-SNE algorithm^80^ to carry out non-linear dimensionality reduction with LSI dimensions 2:30, and performed Leiden graph-based clustering in *Seurat* on all cells with resolutions of 0.4 (nasal, somite) and 0.6 (limb) (=’'broad clustering'’), and a second round of clustering on select mesenchyme populations with resolution of 0.4 (='’fine clustering'’). We annotated cell types for both ‘'broad’' and ‘'fine’' clusters using scATAC-seq gene activity matrices (promoters and gene bodies) and scRNA-seq expression data, with a combination of label transfers in *Seurat* and NNLS regression on cluster-specific genes^89^, as well as manual inspection of peaks at known marker genes.

### Peak calling and differential accessibility analysis

We identified peaks using *MACS2* (version 2.2.7.1)^29^ with parameters “--nomodel --shift 100 --extsize 200 --keep-dup all --call-summits” on pseudobulks of each cluster, for each embryonic origin, respectively. Peaks used summits as center and were extended to a width of 501 bp. We merged peaks from different clusters of the same embryonic origin and, for overlapping peaks, kept only the most significant one, using adapted code from *ArchR*. To get a consensus peak set, we merged peaks from three embryonic origins and removed redundant and/or overlapping peaks using the same logic.

Differential accessibility analysis was performed in *Seurat* using the total number of fragments and embryonic stages as latent variables. Peaks accessed in at least 10% of the cells and showing differences with adjusted p-value less than 0.05 and a log fold change larger than 0.25 were considered as significantly differentially accessed. Peak-centered heatmaps of differentially accessible peaks were visualized with *deepTools2*^90^.

### scATAC-seq data integration across embryonic origins

The top variable peaks (getTopHVGs, *SCRAN*) identified in at least two samples were kept for downstream analyses. To calculate a co-embedding projection, first, we performed reciprocal LSI-dimensional reduction to find anchors (*Seurat* function '‘FindIntegrationAnchors'’) and constructed transformation matrices between each query cell and anchor. We computed the integration matrices based on the original LSI matrix with dimensions from 2 to 30 and the transformation matrix using the *Seurat* functions ‘'IntegrateEmbeddings’' and '‘runTSNE’' on the integrated LSI dimensions. To remove the batch effects among peak matrices after merging, we binarized the matrix based on the presence/absence of counts. Correlation analyses were performed on '‘pseudobulk'’ average count values in each cluster using the function '‘AverageExpression.'’

### scATAC-seq pseudotime analyses

We transferred pseudotime values from our scRNA analyses using the *Seurat* function '‘TransferData.'’ First, we integrated scRNA-seq expression matrices and scATAC-seq gene activity matrices and performed CCA dimensional reduction to find anchors. We then constructed a transformation matrix between each query cell and each ancho (*Seurat* function ‘'FindTransferAnchors'’) and computed the transferred scATAC-seq pseudotimes based on the original scRNA-seq pseudotimes and the transformation matrices. For all three embryonic origins, we restricted this transfer to only chondrogenesis-related cell type clusters.

### De novo motif enrichment analysis and annotation

We performed de novo motif enrichment analysis for each cluster, using *Homer*^35^ ‘'findMotifsGenome.pl’' with -mset vertebrates -size -250, 250 -fdr 5, and motif length between 8–22 bp (*Homer* *p*-value < 1e-11), using highly accessible peaks for each cluster. We obtained candidate TF annotations for this set of de novo motifs with the help of three databases (*Homer* vertebrates, *JASPAR20* vertebrates^91^, *CisBP* v2 chicken^92^) using *Homer* and *STAMP*^93^. We selected the best matches based on scRNA-seq expression levels of the predicted TFs and Spearman correlations between motif activity and gene expression of candidate TFs in scATAC and scRNA aggregates (default *k* = 50, *n* = 400; for small clusters, *k* = 20, *n* = 200). For motifs with similarity scores >0.8, only the one with the lowest p-value was retained. Additionally, we checked for paralog TFs expression along our pseudotime trajectories and calculated its expression correlation to motif activity. We combined annotated de novo motifs from each embryonic origin and calculated motif similarity scores using *PWMEnrich*^94^. For our final set of annotated de novo motifs, we computed per-cell motif deviation scores using *chromVAR*^95^ and conducted analysis of differential motif activity using *Seurat*.

### Rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME)

We performed RIME on skeletogenic cells from the three different embryonic lineages using antibodies directed against SOX9 and FOXP1, adapting the general workflow outlined in ref. ^40^. In total, we analyzed 30 samples (4 replicates per antibody and embryonic origin (*n* = 24), plus two replicates per antibody and two negative controls in our limb test run (*n* = 6)). Briefly, we microdissected tissue from embryos at stage HH29. To avoid contamination from neuronal cells, which express both SOX9 and FOXP1 at this stage, we removed the spinal cord (and all ventral tissues) from our SOM and focused on the first and second pharyngeal arches for our neural crest-derived skeletogenic tissue. We cross-linked the tissue using 2 mM DSG (Disuccinimidyl glutarate) for 40 min and 1% of Formaldehyde (FA) for 13 min at room temperature. After quenching in 125 mM glycine, we extracted, washed, and lysed nuclei using LB1, LB2, and LB3 solutions^40^, respectively, and sonicated the material on a Diagenode Bioruptor 300 sonicator 30 s/30 s 20 cycles. The resulting lysates were incubated overnight at 4 °C on a rotating wheel with antibodies against SOX9 (rabbit, Millipore AB5535; 5μg/replicate) or FOXP1 (rabbit, Abcam ab16645; 5 μg/replicate) and magnetic beads (20 μl of Dynabeads ProtA and 20 μl of Dynabeads ProtG per replicate). For our limb test run, we included IgG-only (5μg/replicate) and bead-only controls. Samples were washed seven times with RIPA buffer and two times with AMBIC^40^ on beads and processed for LC–MS/MS mass spectrometry analyses. For a detailed description of the mass spectrometry procedure, please refer to Supplementary Data 1, ‘'Sample prep and MS specs.'’ Briefly, proteins were eluted from the magnetic beads, alkylated, and digested using S-Trap™ micro spin columns (Protifi) according to the manufacturer’s instructions. Peptides were then eluted, dried, resuspended, and subjected to LC–MS/MS analysis using an orbitrap fusion lumos mass spectrometer fitted with an EASY-nLC 1200 (both Thermo Fisher Scientific). The acquired raw files were searched using MSFragger (v. 4.1) implemented in FragPipe (v. 22.0) against a *Gallus gallus* database (consisting of 43711 protein sequences downloaded from Uniprot on 20231218) and 392 commonly observed contaminants using the default “LFQ-MBR” workflow. Quantitative data was exported from FragPipe and analyzed using the MSstats R package v.4.13.0^96^. Data were imputed using “AFT model-based imputation” and statistics for pairwise comparisons were calculated using the *limma* package^97^. Only DA proteins with a *p*-value < 0.05 were considered for further analyses.

### Peak-to-gene link analysis

We generated imputed pseudoexpression data for each scATAC cell based on scRNA-seq data, using the *ArchR* function '‘addGeneIntegrationMatrix.'’ 500 cell aggregates were generated with 100 cells per aggregate. We then computed the Pearson correlation between peak accessibility and pseudoexpression in mesenchymal aggregates using the *ArchR* function '‘addPeak2GeneLinks.'’ The clustering of peak-to-gene links was calculated by the hkmeans method in *factoextra*^98^. Functional enrichment analyses of peak-to-gene link clusters were conducted in rGREAT^99^.

### Evolutionary conservation analysis

We investigated the sequence evolutionary conservation of CREs identified through peak-to-gene link analysis using the phastCons program. Specifically, we retrieved phastCons scores calculated based on multiple alignments of 77 vertebrate species, including 55 birds, from the UCSC Genome Browser website. For each position along the chicken genome, the *phastCons* score represents the probability of negative selection^100^. We then calculated the average *phastCons* scores along the coordinates of CREs that are common between all three origins, CREs shared between two or more origins, and origin-specific CREs.

### Enhancer reporter assays

Genomic regions of candidate enhancers were amplified by PCR from chicken genomic DNA and cloned upstream of a minimal promoter driving GFP expression. Fertilized chicken eggs were incubated at 38.5 °C in a humidified incubator to stage HH14 for lateral plate mesoderm and somite electroporation and stage HH7 for neural crest electroporation. DNA solutions containing our enhancer reporter constructs and a constitutively expressing tdTomato co-electroporation control were injected and EP into epithelial PC populations of the cranial neural crest, the brachial somites, or the lateral plate mesoderm at forelimb levels^101–103^. Embryos were harvested two days post-electroporation, and tissue was processed for immunohistochemistry^104^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Data Availability

The functional genomics data generated in this study have been deposited in the GEO repository under accession codes GSE281769 (scRNA-seq) and GSE281763 (scATAC-seq)). Previously published samples (limb scRNA-seq stages HH21, 25, and 27^77^) are also available at GEO (accession code: GSE174565). The proteomics data generated in this study have been deposited to the ProteomeXchange Consortium with identifier PXD057934 via the MassIVE partner repository with MassIVE data set identifier MSV000096424.

# Supplementary material for: Distinct gene regulatory dynamics drive skeletogenic cell fate convergence during vertebrate embryogenesis
**Source:** Nat Commun. 2025 Mar 4;16:2187. doi: 10.1038/s41467-025-57480-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Data 1-** Mass spectrometry sample preparation and experimental procedures, differential abundance tests results

# Supplementary material for: Distinct gene regulatory dynamics drive skeletogenic cell fate convergence during vertebrate embryogenesis
**Source:** Nat Commun. 2025 Mar 4;16:2187. doi: 10.1038/s41467-025-57480-8
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>(1) For read processing and quantification of functional genomics data, we used Cell Ranger v2.0.1 (10x Genomics) for scRNA-seq and Cell Ranger ATAC v1.2.0 (10x Genomics) for scATAC-seq (PEAK_MERGE_DISTANCE was changed to 50, with all other parameters at default settings), using our in-house improved GRCg6a genome annotation with elongated 3' UTRs.</p> <p>(2) For proteomic data, the acquired raw-files were searched using MSFragger (v. 4.1) implemented in FragPipe (v. 22.0) against a Gallus gallus database (consisting of 43711 protein sequences downloaded from Uniprot on 20231218) and 392 commonly observed contaminants using the "LFQ-MBR" workflow.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | <p>We used previously published computational tools, with specific settings detailed under <a href="https://github.com/wangmhan/skeletoConvergence">https://github.com/wangmhan/skeletoConvergence</a></p> <p>(1) scRNA-seq Data Normalization, Dimensionality Reduction and Clustering<br/>Using the R package Seurat (v4), UMI counts were normalized by sequencing depth and log transformed. A cell cycle score was calculated using SCRN. Variations of sequencing depth, mitochondrial UMI percentage, and the difference in S and G2M cycle scores were regressed out, using SCTransform from Seurat. Genes with a higher value of standardized variance than the sum of median and median absolute deviation were considered as 'highly variable'. These steps were carried out independently for the three stages of the three embryonic origins. Using Seurat, we integrated samples from the same embryonic origin and used principal component analysis (PCA) on highly variable genes, followed by tSNE and FFT-accelerated Interpolation-based tSNE algorithms for non-linear dimensionality reduction on the first 19 (nasal), 21 (somite) and 19 (limb) principal components. Using Seurat functions, we performed Leiden graph-based clustering on all cells with a resolution of 0.2 (= 'broad clustering'). A second round of clustering was conducted on select mesenchyme populations, with resolutions of 0.4 (somite, limb) and 0.5 (nasal) (= 'fine clustering'). Cell type assignments of clusters were based on visual inspection of known marker gene expression patterns, and the activity of the two previously identified early chondrogenic gene expression modules 'IMM' and 'RED' using the Seurat function 'AddModuleScore'.</p> <p>(2) Differential Expression Analysis</p> |

Differential expression analysis was based on a logistic regression framework using Seurat, with cell cycle differences and embryonic stages as latent variables. Genes expressed in at least 10% of the cells and showing differences with an adjusted p-value  $< 0.05$  and a log fold change  $> 0.5$  ('broad') or  $> 0.25$  ('fine') were considered as significantly differentially expressed. To minimize batch effects, differential expression analysis of chondrocytes from different embryonic origins was performed on pseudobulk counts using the R package muscat.

### (3) scRNA-seq Data Integration Across Embryonic Origins

We filtered out potential doublets using the R package doubletFinder and removed clusters enriched for mitochondrial counts. The resulting UMI count matrix was divided by size factor and log-transformed using SCRAN. The top variable genes (getTopHVGs, SCRAN) identified in at least two samples were kept for downstream analyses. Using Seurat, we then integrated the count matrices using anchors in canonical correlation analysis (CCA) reduction, to compute batch corrected matrices of the three embryonic origins. To calculate co-embedding projections, the PCA dimension were reduced sample-wide. Anchors for integration were identified using 'FindIntegrationAnchors' in reciprocal PCA reductions. We used 'IntegrateEmbeddings' to integrate PCA reduction, followed by tSNE calculations ('RunTSNE'). Correlation analyses were performed on 'pseudobulk' average gene expression values (Seurat function 'AverageExpression') in each cluster.

### (4) scRNA-seq Pseudotime Analyses

We generated spliced/unspliced count matrices of our selected mesenchymal populations using velocity and assessed the directional transcriptional dynamics of highly variable genes with sufficient spliced/unspliced counts in scVelo with the default parameters. We visualized the recovered dynamics on tSNE projections of the three embryonic origins. We then used these tSNE embeddings as input space, and constructed a minimum spanning tree with preset start cluster in the R package slingshot. Alignment of embryonic origin-specific pseudotimes was performed with TrAGEDy using 40 interpolated points along the respective chondrogenic trajectories. Module expression dissimilarities were calculated by Spearman correlation (1-p) and optimal alignment was identified by dynamic time warping with default settings. Using the R package tradeSeq, we detected temporally differentially expressed genes along the respective chondrogenic trajectories.

### (5) scATAC-seq Data Pre-Processing

We removed doublets with ArchR (v1.0.1) and selected high quality cells in Signac (v1.1.1) using the following thresholds: total number of fragments in peaks ranging from 1000 to 100000, fraction of reads in peaks  $> 15\%$ , nucleosome signal  $< 4$  and TSS enrichment score  $> 2$ . Using these criteria, we ended up with 11527 cells for frontonasal (6171 and 5356 cells for HH15 and HH18), 14106 cells for somite (11232 and 2874 cells for HH12 and HH15), and 10982 cells for forelimb (4453 and 6529 cells for HH21 and HH24).

### (6) scATAC-seq Data Merging, Dimensionality Reduction and Clustering

We merged samples from same embryonic origins and summed fragment counts in 5kb genomic tiling windows located on autosomes and chromosome Z (208680 tiles in total). We performed latent semantic indexing (LSI) dimension reduction on a term frequency-inverse document frequency (TF-IDF) normalized matrix with the top 75% of tiles (top 0.1% tiles are removed, putative repetitive elements or alignment errors) using Signac and removed batch effects on LSI components using Harmony. We used tSNE and FFT-accelerated Interpolation-based t-SNE algorithm to carry out non-linear dimensionality reduction with LSI dimensions 2:30, and performed Leiden graph-based clustering in Seurat on all cells with resolutions of 0.4 (nasal, somite) and 0.6 (limb) (= 'broad clustering'), and a second round of clustering on select mesenchyme populations with resolution of 0.4 (= 'fine clustering'). We annotated cell types for both 'broad' and 'fine' clusters using scATAC-seq gene activity matrices (promoters and gene bodies) and scRNA-seq expression data, with a combination of label transfers in Seurat and non-negative least squares (NNLS) regression on cluster specific genes, as well as manual inspection of peaks at known marker genes.

### (7) Peak Calling and Differential Accessibility Analysis

We identified peaks using MACS2 (version 2.2.7.1) with parameters "--nomodel --shift 100 --extsize 200 --keep-dup all --call-summits" on pseudobulks of each cluster, for each embryonic origin, respectively. Peaks used summits as center and were extended to a width of 501bp. We merged peaks from different clusters of the same embryonic origin and, for overlapping peaks, kept only the most significant one, using adapted code from ArchR. To get a consensus peak set, we merged peaks from three embryonic origins and removed redundant and/or overlapping peaks using the same logic.

Differential accessibility analysis was performed in Seurat, using the total number of fragments and embryonic stages as latent variables. Peaks accessed in at least 10% of the cells and showing differences with adjusted p-value less than 0.05 and a log fold change larger than 0.25 were considered as significantly differentially accessed. Peak-centered heatmaps of differential accessible peaks were visualized with deepTools2.

### (8) scATAC-seq Data Integration Across Embryonic Origins

The top variable peaks (getTopHVGs, SCRAN) identified in at least two samples were kept for downstream analyses. To calculate a co-embedding projection, first we performed reciprocal LSI dimensional reduction to find anchors (Seurat function 'FindIntegrationAnchors') and constructed transformation matrices between each query cell and anchor. We computed the integration matrices based on the original LSI matrix with dimensions from 2 to 30 and the transformation matrix using the Seurat functions 'IntegrateEmbeddings' and 'runTSNE' on the integrated LSI dimensions. To remove the batch effects among peak matrices after merging, we binarized the matrix based on presence/absence of counts. Correlation analyses were performed on 'pseudobulk' average count values in each cluster using the function 'AverageExpression'.

### (9) scATAC-seq Pseudotime Analyses

We transferred pseudotime values from our scRNA analyses using the Seurat function 'TransferData'. First, we integrated scRNA-seq expression matrices and scATAC-seq gene activity matrices and performed CCA dimensional reduction to find anchors. We then constructed a transformation matrix between each query cell and each anchor (Seurat function 'FindTransferAnchors') and computed the transferred scATAC-seq pseudotimes based on the original scRNA-seq pseudotimes and the transformation matrices. For all three embryonic origins, we restricted this transfer to only chondrogenesis related cell type clusters.

### (10) De Novo Motif Enrichment Analysis and Annotation

We performed de novo motif enrichment analysis for each cluster, using Homer 'findMotifsGenome.pl' with -mset vertebrates -size -250,250 -fdr 5 and motif length between 8-22 bp (Homer p-value  $< 1e-11$ ), using highly accessible peaks for each cluster. We obtained candidate TF annotations for this set of de novo motifs with the help of three databases (Homer vertebrates, JASPAR20 vertebrates, CisBP v2 chicken) using Homer and STAMP. We selected the best matches based on scRNA-seq expression levels of the predicted TFs, and Spearman correlations between motif activity and gene expression of candidate TFs in scATAC and scRNA aggregates (default k=50, n=400; for small clusters, k=20, n=200). For motifs with similarity scores  $> 0.8$ , only the one with the lowest p-value was retained. Additionally, we checked for paralog TFs expression along our pseudotime trajectories and calculated its expression correlation to motif activity. We combined annotated de novo motifs from each embryonic origin and calculated motif similarity scores using PWMEnrich. For our final set of annotated de novo motifs, we computed per-cell motif deviation scores using chromVAR and conducted analysis of differential motif activity using Seurat.

### (11) RIME Analysis

Quantitative proteomics data was exported from FragPipe and analyzed using the MSstats R package v.4.13.0. Data was imputed using "AFT model-based imputation" and p-values and q-values for pairwise comparisons were calculated using the limma package.

### (12) Peak-to-Gene Link Analysis

We generated imputed pseudoexpression data for each scATAC cell based on scRNA-seq data, using the ArchR function 'addGeneIntegrationMatrix'. 500 cell aggregates were generated with, with 100 cells per aggregate. We then computed the Pearson

correlation between peak accessibility and pseudoexpression in mesenchymal aggregates using the ArchR function 'addPeak2GeneLinks'. Clustering of peak-to-gene links was calculated by the hkmeans method in factoextra. Functional enrichment analyses of peak-to-gene link clusters was conducted in rGREAT.

(13) Evolutionary Conservation Analysis

We investigated sequence evolutionary conservation of CREs identified through peak-to-gene link analysis using the phastCons program. Specifically, we retrieved phastCons scores calculated based on multiple alignments of 77 vertebrate species, including 55 birds, from the UCSC Genome Browser website. For each position along the chicken genome, the phastCons score represents the probability of negative selection. We then calculated the average phastCons scores along the coordinates of CREs that are common between all three origins, CREs shared between two or more origins, and in origin-specific CREs.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The functional genomics data generated in this study have been deposited in the GEO repository under accession codes GSE281769 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281769>] (scRNA-seq) and GSE281763 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281763>] (scATAC-seq). Previously published samples (limb scRNA-seq stages HH21, 25 and 2777) are also available at GEO (accession code: GSE174565 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174565>]). The proteomics data generated in this study have been deposited to the ProteomeXchange Consortium with identifier PXD057934 [<https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX057934>] via the MassIVE partner repository with MassIVE data set identifier MSV000096424 [<https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=5f4ce522448743eeae07ac7ff4064d5b>].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.*

*Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).*

*Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)*

*Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For scRNA-seq experiments, three independent samples per anatomical location were taken, at different embryonic stages, but capturing overlapping cell type repertoires (see Supplementary Figure 2). For scATAC-seq experiments, two independent samples per anatomical location were taken, at different embryonic stages, but capturing overlapping cell type repertoires. All tissue samples were taken from multiple pooled embryos at the same stage. For RIME experiments, four independent samples per anatomical location were taken, at the same embryonic stage. All tissue samples were taken from multiple pooled embryos. |
| Data exclusions | Low quality cells were excluded from further analyses, based on quality control metrics detailed in Supplementary Figure 1 (scRNA-seq) and Supplementary Figure 3 (scATAC-seq), see also Methods section for cut-off used.                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | For scRNA-seq and scATAC-seq experiments, cellular profiles were replicated within each individual sample, and 'pseudo-replicated' across samples, due to the overlapping cell type repertoires. For RIME experiments, four independent replicates were generated for each anatomical location and antibody used. For enhancer reporter experiments, at least five independent embryos needed to show GFP signal to be scored as 'positive'.                                                                                                                                                                                            |
| Randomization   | No randomization was performed, as all samples needed to be correctly assigned to the correct tissue type and sampling stage, for proper interpretation of the results.                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Blinding        | No blinding was performed, as all samples needed to be correctly assigned to the correct tissue type and sampling stage, for proper interpretation of the results.                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | For immunohistochemistry, antibodies against green fluorescent protein (GFP, Abcam, ab13970C46, chicken, 1:2000), tdTomato (tdT, Origene/Labforce, AB8181-200, goat, 1:1000) and SOX9 (MilliporeB101, AB5535C101, rabbit, 1:1000) were used, with corresponding secondary, fluorescently labeled antibodies from Jackson ImmunoResearch (1:500). For RIME experiments, antibodies against SOX9 (MilliporeB101, AB5535C101, rabbit, 5ug/replicate) or FOXP1 (Abcam, ab16645, rabbit, 5ug/replicate) were used. |
| Validation      | For GFP and tdTomato, un-electroporated control embryos were used as negative staining controls. For SOX9 and FOXP1, a comparative RIME test run was performed to assess the specificity of the antibodies (see Supplementary Figure 7a-d)                                                                                                                                                                                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                               |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Fertilized chicken eggs (Gallus gallus domesticus, "Hubbard") were purchased from local vendors in Switzerland and incubated to the desired stages in a humidified incubator. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                      |
| Reporting on sex        | Embryos were not sexed prior to tissue collection.                                                                                                                            |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                           |

## Ethics oversight

In accordance with Swiss national guidelines (Swiss Animal Protection Ordinance; TSchV, chapter 6, Art. 112), no formal ethics approval was required, as all experiments were carried out prior to the third trimester of incubation.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

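The authors deposited, for each of 6 single-cell libraries, the UMI count of each gene in each cell barcode, made with Cell Ranger on GRCg6a with an extended annotation and without normalization. Barcodes above 4 times the mean or under 0.2 of the median UMI count of their library were removed. Cells more than 3 median absolute deviations from the median mitochondrial share were removed where that share also exceeded 0.1 and their UMI count did not exceed the median. Cells with fewer than 0.15 genes per UMI were to be removed, except those with fewer than 2/3 of the highest number of genes in their library, and with this exception of the paper the filter removed 0 cells. Scrublet in scanpy 1.11.5 scored doublets, and the highest-scoring cells of each library were removed, at a share set beforehand to 0.008 for each 1000 cells. Gene names are those of the authors' annotation.

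Clustering ran in Seurat 5.3.0 under R 4.3.3, with SCTransform (sctransform 0.4.2), cell cycle difference regressed out, canonical correlation integration over 30 dimensions, 19 (nasal) or 21 (somite) principal components and Leiden clustering (leidenalg 0.10.2) at resolution 0.2. Mesenchymal clusters were re-clustered on 3000 variable genes at 0.5 (nasal) and 0.4 (somite). Genes named by the paper, ribosomal protein genes and sex-linked genes were not clustering features. Marker lists that leave out the genes of the paper's Fig. 1h named the classes. They also chose the cluster with the highest early chondrogenic score. Cell sex was called from the W-linked gene WPKCI-7: female above 30 UMIs in each 10000 and male at 15 or fewer.

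UMI counts were summed per library and group. Groups with under 10 cells of the chosen cluster in a library were not used. Sums were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16, with a prior count of 2 for log2 values and Benjamini-Hochberg adjustment over all genes tested. Comparisons within a location had the library as a block, since both sums come from the same library. After removing group means, the correlation of deviations between the paired sums of a library over genes was 0.18 to 0.63 across the 12 pairs. Gene sets were tested with fry and camera of limma 3.58.1. A fold against a group with 0 UMIs was bounded with 3 counts. The tests recovered between 64.3% and 92.3% of genes given a known change in simulated sums, with 5 to 10 false calls.

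Similarity between clusters was Spearman's rho (scipy 1.17.1) over 2000 variable genes or over expressed transcription factors, against 1000 random gene sets drawn within 20 expression bins, with average-linkage clustering of 1 minus rho. Cells were ordered by diffusion distance (30 neighbours, 10 components; scikit-learn 1.9.0, numpy 2.4.6).

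Genes named in the text are all genes that the paper names in its figures and text for these cells, and per comparison and direction up to 3 called genes with the largest change that reached 50 CPM in 1 group and moved the same way in every library, with transcription factors taken separately between locations. SOX9, SOX5, FOXP1 and other genes of the paper were chosen by the study on the same libraries.

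Alternatives set before the data were examined were DESeq2 1.42.0, its size factors in edgeR, no filter on low counts, no block, each library left out in turn, log-normalization, doublets kept, all variable genes as clustering features, a fine resolution of 0.8, thinning to equal totals, HH stage as a covariate, cells outside S and G2M phase, other gene sets for rho, correction across locations, other quality filters, another root and all mesenchymal cells in the ordering. Alternatives added later were features of the whole location, 2000 or 1000 variable genes for the fine clustering, the mean z of the markers as the rule for the cluster, sex-linked genes kept, the genes-per-UMI filter without its exception, lateral plate-like cells re-clustered, male cells only, a root among all clusters, and all alternatives for the difference in effect between locations.

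Several choices were made after the data were seen. The re-normalization of mesenchymal cells and the module score were chosen after 17 clusterings per location and 2 rules had been looked at beside the levels of SOX9, SOX5, COL9A1, COL9A3, MATN4, RUNX2 and MECOM. The rule for naming broad clusters was changed once. Sex-linked genes were dropped from the features, the somite cluster nearer to lateral plate markers was not re-clustered, and 1 cluster per location was left out as a root. The somite root scored highest for dermomyotome and muscle markers. Limb libraries, chromatin accessibility and protein interaction data were not analysed here.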

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

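The tests of the somite cluster choice, of depth between the sums and of free RNA, and all alternatives of the difference in effect, were chosen after the results were seen.

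The effect of belonging to the cluster with the highest early chondrogenic score differed between the locations. Nasal cluster 5 had 0 listed markers among its 10 leading genes, so the nasal effect may not be an early chondrogenic one. For the 67 ribosomal protein genes, the median interaction was 0.393 on the log2 scale (somite minus nasal), past 0.05 under fry and under camera with an estimated correlation. Over all genes, 196 of 7056 were called for the interaction, 136 higher in somite and 60 higher in nasal cells, and 820 had an unadjusted p under 0.05. Across 13 alternatives the count ran from 81 to 561, and without the nasal HH18 library it was 119. The tables argue against depth and sex for the ribosomal set: with each sum thinned to the same total of UMIs the median difference was 0.360, and with male cells only it was 0.404. The choice of the somite cluster stays open and may account for it, since with 1000 variable genes for the fine clustering, where 13 of the 882 cells of somite cluster 1 were chosen again, the median difference was -0.133. Only 1 of the 10 splits of the 6 libraries gave as many genes, and the next largest gave 1. With 10 splits the share cannot fall under 0.1, so a grouping by accident cannot be told apart from location by this count. A difference between the tissues and their stages is also open and was not tested.

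The share of cells called female, a measure the paper does not report, was 53.9% (95% interval 52.0 to 55.8) at nasal HH15, 59.4% (58.0 to 60.8) at HH18 and 32.9% (30.4 to 35.4) at HH22. In the somite libraries it was 16.7% (15.4 to 18.0) at HH12, 39.2% (37.4 to 40.9) at HH15 and 28.4% (26.3 to 30.5) at HH20. The intervals cover counting of cells only. The gap between the highest and lowest library was 42.7 points, and 43.0 points with each cell thinned to the same number of UMIs, which argues against depth. Free RNA of female cells in the droplets could lift male cells past the limit. With the limit for a female cell raised from 30 to 60 UMIs in each 10000 the gap was 42.3 points, which argues against free RNA as its whole cause. A part in the share of single libraries stays open. That 22 genes were higher in cells called male in all 6 libraries, against 0 in 20 shufflings of the calls, shows a difference between the called sexes and decides nothing about free RNA. Pooling of embryos of both sexes in unequal numbers is a candidate explanation. The embryos were not sexed according to the paper, so it was not tested.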

How the results depend on the processing

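Male cells only, the features of the whole location, 2000 and 1000 variable genes, the mean z rule, sex-linked genes kept, the genes-per-UMI filter without its exception, lateral plate-like cells re-clustered, the wider root and all fits of the difference in effect were chosen after the data were seen. Of 630 refits of 38 named gene results, 35 were identical to the first fit and decide nothing, and of the other 595, 476 kept their direction and side of the threshold, 69 fell below it, 9 rose past it and 41 changed direction. Size factors of DESeq2 moved none of the 38. Apart from fits without 1 library, counts of genes called ran from 3 to 627 (nasal cluster), 0 to 466 (somite cluster), 45 to 550 (nasal against somite), 0 to 2739 and 4 to 227 (nasal and somite ordering). Unless a reason is given, the cause was not tested.

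Without the replicate block, 3 nasal and 0 somite cluster genes, and 0 and 4 genes of the nasal and somite ordering, were called, while 538, 381, 247 and 231 had an unadjusted p under 0.05. Of 29 gene results 24 fell below the threshold. The block removes the spread between stages. With DESeq2, 135 nasal and 142 somite cluster genes and 33 and 67 ordering genes were called. Without a filter on low counts, 550 genes were called between locations, with more genes tested.

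Leaving out 1 library gave from 201 to 414 genes for the nasal cluster (201 without HH18), 163 to 453 for the somite cluster (163 without HH12) and 23 to 247 between locations. The last were 44, 23 and 247 without nasal HH15, HH18 and HH22, and 48 and 227 without somite HH15 and HH20. The nasal ordering gave 68 to 216 (68 without HH18, 140 without HH15), the somite ordering 118 to 167 and the difference in effect 119 to 216 (119 without nasal HH18). The ribosomal median was -0.106 to -0.0809 in nasal cells, 0.283 to 0.326 in somite cells (no longer past 0.05 under fry without HH12, at 0.292, or without HH15, at 0.283) and 0.366 to 0.419 for the difference. The separation of locations was 0.0585 to 0.0822 over variable genes and 0.294 to 0.328 over transcription factors, with rho between the early chondrogenic clusters of 0.846 to 0.870 and 0.556 to 0.590.

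With 1000 variable genes for the fine clustering, which chose 36.6% of the nasal and 1.47% of the somite cells again, nasal log2 fold changes were -0.23 (SOX9), -0.63 (SOX5), -2.51 (DLX1) and -0.0115 (MECOM). Somite ones were -2.46 (SOX9), -0.61 (SOX5), -1.64 (COL9A3), -0.34 (FOXP1), -3.85 (NKX3-2), -3.25 (PAX1) and -2.15 (CNMD), and SOX9 between locations 1.01. Genes called were 247, 156 and 45. The ribosomal median was -0.0903 in nasal cells (now past 0.05 under fry), -0.178 in somite cells and -0.133 for the difference. The separations were 0.0963 and 0.395, with rho of 0.829 and 0.460. With 2000 variable genes, the separations were 0.0963 and 0.420 and the nasal ribosomal median -0.0779 (now past 0.05 under fry).

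The mean z rule chose somite cluster 4 (178 cells). This cluster scored highest for lateral plate mesoderm markers and had 0 early chondrogenic markers among its leading genes. With the mean z rule, which chose 0 of the cells of somite cluster 1 and left no HH20 library, somite values were -3.96 (SOX9), -0.38 (SOX5), -0.29 (FOXP1), -5.52 (NKX3-2), -5.60 (PAX1) and -2.89 (CNMD), and SOX9 between locations 4.13. Genes called were 132 and 218, and the ribosomal median -0.103 in somite cells and -0.0534 for the difference. With sex-linked genes kept, which chose 1 of the 505 nasal cells again, nasal values were -1.14 (SOX9), -0.35 (SOX5), -0.45 (FOXP1), -0.78 (MECOM), -3.77 (DLX1) and -0.0934 (COL3A1). Genes called were 269, 253 between locations and 333 for the difference, and rho was 0.819 and 0.438. With features of the whole location, nasal values were -0.40 (SOX9), -1.93 (SOX5), -8.94 (DLX1) and -2.08 (MECOM), genes called 150 and 231, rho 0.823 and 0.535, and the separation over variable genes 0.0969. With the genes-per-UMI filter without its exception, the separations were 0.0969 and 0.409, rho over transcription factors 0.523 and the nasal ribosomal median -0.0828 (now past 0.05 under fry).

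With all variable genes as clustering features, which chose 35.8% and 42.6% of the cells again, COL3A1 was -1.33 in nasal cells, NKX3-2 -0.33 and PAX1 -0.21 in somite cells, and CXCL12, FOXP1 and NKX3-2 -0.10, -0.0872 and -0.0149 along the somite ordering. Genes called were 199 (nasal), 71 (between locations), 561 (difference) and 63 (somite ordering), and rho over transcription factors 0.471. With doublets kept, COL3A1 was -1.15, genes called 194, 62 and 81 (nasal, between locations, difference), rho over transcription factors 0.493 and the separations 0.0941 and 0.392. With log-normalization, 103 somite cluster and 22 nasal ordering genes were called, SOX9, PAX3 and SIX2 were -0.23, 0.17 and -0.0293 along the nasal ordering, and rho was 0.761 and 0.360. The nasal cluster and the comparison between locations could not be fitted there, with under 10 cells in a library, nor the somite ordering, which had no root.

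With all mesenchymal cells in the ordering, 2739 nasal and 227 somite genes were called, with SIX2 at -0.0893 and SOX5 at -0.0147 in nasal cells. The wider root gave 554 nasal genes. The other root left both orderings as they were, and the resolution of 0.8 the nasal one. Nasal cluster 5 was the same under the mean z rule and with lateral plate-like cells re-clustered, so these say nothing about stability. Thinning gave 65 genes between locations and 120 for the difference, with fewer genes tested, and rho of 0.769 and 0.464. Male cells only gave 59 genes. In cells outside S and G2M phase the nasal ribosomal median was -0.0988 (now past 0.05 under fry). All expressed genes gave a rho of 0.887 and a separation of 0.0472. Without HOX genes, rho over transcription factors was 0.686 and the separation 0.208. Correction across locations, which aligns them by construction, gave rho of 0.936 and 0.891 and separations of 0.00120 and -0.00711.

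Depth limits genes at low levels: RUNX2, and COL9A3 and MATN4 in nasal cells, had too few UMIs to be tested.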

Differences from the paper's values

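No cell number per library differed from the paper's by more than 1.5 times. The settings with 2000 variable genes and with the genes-per-UMI filter without its exception were chosen after the values were seen. The authors' cluster labels were not used here. Nasal cluster 5 and somite cluster 1 are therefore not matched to the paper's early chondrogenic cells.

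The paper describes the contributions of the stages to the broad clusters as similar. The highest share of a stage was more than 1.5 times the lowest in 4 of 7 nasal and 10 of 10 somite clusters. The tally was not recomputed under alternatives.

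The paper's Fig. 2a groups the early chondrogenic clusters of the locations. Over variable genes, the smallest branch with nasal cluster 5 and somite cluster 1 held 11 of 12 clusters. The 12 include nasal cluster 8, which scored highest for neuron markers and had the lowest rho with both (0.752 and 0.723). The smallest branch held 7 of 12 with values corrected across the locations, the fewest among the alternatives over variable genes with 12 clusters. No setting gave nasal cluster 5 and somite cluster 1 a branch of their own.

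The paper places SOX5 among genes raised in early chondrogenic cells at each location and along each trajectory. In nasal cluster 5 its log2 fold change of 0.63 was not called (adjusted p = 0.0674). It was called with all variable genes as clustering features (1.18, adjusted p = 0.0141), at a resolution of 0.8 (0.73, adjusted p = 0.0263), with 2000 variable genes (0.69, adjusted p = 0.0365) and with the genes-per-UMI filter without its exception (0.64, adjusted p = 0.0477), in a range from 0.0141 to 0.818 over 15 alternatives that changed the fit. Along the nasal and somite orderings (0.19 and 0.68) it was called in 0 of 12 and 0 of 12 such alternatives, with unadjusted p of 0.443 and 0.0832.

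The paper counts a selection of ribosomal proteins among the genes shared by the early chondrogenic cells. The set followed here holds all 67 genes rather than that selection. In nasal cluster 5 the median log2 fold change of 67 ribosomal protein genes was -0.0852, and 17 were called, all lower. A positive log2 fold change was seen for 10 of the 67. With 2000 variable genes for the fine clustering, 1 was called higher and 19 lower.

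The paper's Fig. 4c relates motif activities in nasal cells to expression of ALX1, FOXO6, SIX2, PAX3 and TFAP2A. Against other nasal mesenchyme, 5 of 5 had a negative log2 fold change in nasal cluster 5, with SIX2 at -0.04. Against somite cluster 1, 3 of the 4 tested were called higher.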

Other observations

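The tests of female shares and depth at matched numbers were chosen after the results were seen.

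Among the 4 ways to split the paired sums within each location, 1 gave as many genes as the real grouping for the nasal cluster, 1 for the somite cluster, 1 for the nasal ordering and 1 for the somite ordering: the real one. The largest other split gave 0, 0, 0 and 1 genes. The share cannot fall under 0.25, so accident of grouping cannot be told apart by this count. Between locations, 1 of the 10 splits of the 6 libraries gave as many genes as the real split, and the largest other split gave 0. For the separation of the locations, 1 of 10 splits gave one as large over variable genes and 1 of 10 over transcription factors, where the largest other split gave 0.00608 and -0.0130.

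The 127 genes called between nasal cluster 5 and somite cluster 1 were weighed against technical explanations. With male cells only, 59 genes were called, and with each library thinned to the same total of UMIs, 65. By the expectation set before the data were examined, a fall of this size would have pointed to sex or depth. Both steps also remove cells or UMIs, so each was read beside draws of the same size. As many cells of both sexes gave 42 to 74 genes (median 59), and the median size of the log2 fold changes with male cells only, 2.25, lay within the 1.98 to 2.33 of these draws. At equal totals the median was 72.5 genes (55 to 86), against 68 (32 to 81) in thinnings that kept the ratios of depth. With HH stage as a linear covariate, 153 genes were called. The tables thus argue against sex, depth and a linear trend in stage as the whole cause. The lineage, the tissue and the unmatched stages differ together between the locations and stay open.

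HOX genes alone do not account for the separation over transcription factors, which was 0.208 without them, above the 0.105 that was the highest of 1000 random gene sets. Cell cycle phase does not account for the ribosomal medians, which were -0.0988 in nasal and 0.325 in somite cells outside S and G2M phase.

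Nasal cluster 5 had 0 of the early chondrogenic markers among its 10 leading genes. Somite cluster 1 had a module score of 0.0274 against 0.0138 for the next cluster, and the mean z rule chose 0 of its cells. That rule chose somite cluster 4, which scored highest for lateral plate mesoderm markers. Which nasal cells are chosen depends on the clustering: 0.20% to 99.0% of the cells of cluster 5 were chosen again across the other clusterings.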
